# Cellular clarity: a logistic regression approach to identify root epidermal regulators of iron deficiency response

**DOI:** 10.1186/s12864-023-09714-6

**Published:** 2023-10-18

**Authors:** Selene R. Schmittling, DurreShahwar Muhammad, Samiul Haque, Terri A. Long, Cranos M. Williams

**Keywords:** Iron deficiency, Epidermis, Arabidopsis, Logistic regression, Gene regulatory network, RNA-seq

## Abstract

**Background:**

Plants respond to stress through highly tuned regulatory networks. While prior works identified master regulators of iron deficiency responses in A. thaliana from whole-root data, identifying regulators that act at the cellular level is critical to a more comprehensive understanding of iron homeostasis. Within the root epidermis complex molecular mechanisms that facilitate iron reduction and uptake from the rhizosphere are known to be regulated by bHLH transcriptional regulators. However, many questions remain about the regulatory mechanisms that control these responses, and how they may integrate with developmental processes within the epidermis. Here, we use transcriptional profiling to gain insight into root epidermis-specific regulatory processes.

**Results:**

Set comparisons of differentially expressed genes (DEGs) between whole root and epidermis transcript measurements identified differences in magnitude and timing of organ-level vs. epidermis-specific responses. Utilizing a unique sampling method combined with a mutual information metric across time-lagged and non-time-lagged windows, we identified relationships between clusters of functionally relevant differentially expressed genes suggesting that developmental regulatory processes may act upstream of well-known Fe-specific responses. By integrating static data (DNA motif information) with time-series transcriptomic data and employing machine learning approaches, specifically logistic regression models with LASSO, we also identified putative motifs that served as crucial features for predicting differentially expressed genes. Twenty-eight transcription factors (TFs) known to bind to these motifs were not differentially expressed, indicating that these TFs may be regulated post-transcriptionally or post-translationally. Notably, many of these TFs also play a role in root development and general stress response.

**Conclusions:**

This work uncovered key differences in -Fe response identified using whole root data vs. cell-specific root epidermal data. Machine learning approaches combined with additional static data identified putative regulators of -Fe response that would not have been identified solely through transcriptomic profiles and reveal how developmental and general stress responses within the epidermis may act upstream of more specialized -Fe responses for Fe uptake.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-023-09714-6.

## Background

Iron (Fe) plays a critical role in essential physiological and biochemical pathways in plants [1–3]. Consequently, iron deficiency (-Fe) results in reduced plant growth and nutritional quality [4, 5], while excess iron can be lethal due to the accumulation of reactive oxygen species [6]. Plants are the primary conduit by which Fe and other essential minerals are mined from soil for animal uptake [7]. However, while Fe is the fourth most abundant element in soil, it is not easily utilized in its common form [8]. Thus, the challenge of engineering plants capable of maximizing iron uptake, while efficiently storing iron for consumption, plays an important role in addressing human and plant health issues.

Recent studies using the model plant *Arabidopsis thaliana* have led to the development of new and predictive mathematical models that describe regulatory processes involved in -Fe response in roots [9–14]. One of the most well-studied regulatory processes involved in -Fe response is Strategy I iron acquisition. During this response, the master regulator, basic helix-loop-helix (bHLH) transcription factor FER-LIKE FE DEFICIENCY INDUCED TRANSCRIPTION FACTOR (FIT) binds with bHLH heterodimers (bHLH100, bHLH101, bHLH38, and bHLH39), ETHYLENE INSENSITIVE3 (EIN3), and ETHYLENE INSENSITIVE3-LIKE1 (EIL1) [9, 14, 15] to transcriptionally activate the H + -ATPase (AHA2), which acidifies the rhizosphere and increases the solubility of Fe(III) near the root epidermis. Following acidification, FERRIC REDUCTASE OXIDASE2 (FRO2), reduces Fe(III) to Fe(II), and IRON REGULATED TRANSPORTER1 (IRT1), a membrane-localized metal ion transporter, transports iron across the plasma membrane [9, 16–20]. Upon iron uptake, genes such as *YSL-Like* and *FRD3*, which encode transporters of Fe chelates nicotianamine and citrate, respectively, are expressed to facilitate long-distance transport of Fe throughout the vasculature [21, 22].

High-throughput transcriptomic temporal analysis of *Arabidopsis* responses to iron deprivation has been critical in moving the field of iron homeostasis forward [9–11, 23, 24]. However, well-studied Strategy I iron acquisition transcriptional regulators (FIT, bHLH100/101, bHLH38/39) and their subsequent targets (AHA2, FRO2, IRT1) [9, 14–19, 25] are not completely described from these analyses, as molecular processes controlling Strategy I iron acquisition primarily occur in the outer cell layer of the root, the epidermis [9]. While every cell contains the same genetic information, distinct cell processes arise largely due to differences in gene regulation, thus stress response varies between cells and cell types [11, 24, 26–30]. For example, 48% of salt-responsive genes are regulated in the cortex under high salinity, while 28% and 31% are regulated in the stele and epidermis, respectively [11, 24, 26, 27]. POPEYE (PYE), another iron-responsive transcription factor, exhibits opposing cell-type specific regulation to mediate iron bioavailability [29]. Current iron-response networks typically represent gene regulatory relationships inferred from *Arabidopsis* whole root data and do not consider the cell-specific nature of regulation. In light of the critical role of the epidermis in Fe uptake, here, we focused on this cell type as a model for identifying cell-specific regulators of -Fe response.

While clustering transcriptional data generates groups of genes with common transcriptional profiles [31–33], inferring relationships between genes from different clusters remains challenging. Inter-cluster networks capture regulatory relationships where network nodes represent clusters of genes and edges represent relationships between clusters. Connections are typically inferred using cluster centroids or mean transcription profiles [10, 34]. Using cluster centroids may not be ideal as genes within the cluster may deviate from the mean cluster profile, potentially resulting in missed relationships or connections across clusters. A method that builds inter-cluster relationships based on individual transcriptional profiles might reveal crucial transcriptional responses, particularly in cases with significant intra-cluster variations of transcriptional profiles.

TFs in inter-cluster networks derived from stress response transcriptional profiles represent potentially important regulators that are differentially expressed. When working with time-course data with a control at each time point, differential expression is defined by the induction or repression of transcript abundance under the experimental conditions (e.g., iron deprivation) with respect to the control at that time point. Potential regulators that are not differentially regulated with respect to the control but have non-negligible transcriptional abundance would not be identified by this definition of differential expression, and thus would not be included in the set of genes used for downstream gene regulatory network inference. Transcription factors that fall into this category, however, may be differentially regulated outside of transcriptional mechanisms (e.g., post-transcriptional regulation), and still have the potential to differentially regulate genes that show up as differentially expressed. Prior work has shown that post-transcriptional regulation plays a key role in stress response [35–37]. Methods that integrate transcriptional profiles with other static data sets (e.g., DNA motif information [38–40]) have the potential to identify stress regulators that would otherwise be missed by traditional approaches.

In this work, we analyzed root epidermal transcriptomic data of plants exposed to -Fe for 36 h, taking samples at 6-h increments, and compared these profiles to existing whole root time course data. Set comparisons of differentially expressed genes allowed us to identify organ-level versus cell-specific responses and to parse out developmental genes from those induced or repressed by iron deficiency. We identified several TFs with no previously known role in -Fe response that were induced or repressed by -Fe. Utilizing a unique sampling method combined with a mutual information metric across time-lagged and non-time-lagged windows, we inferred a cluster-based GRN that identified relationships between clusters of functionally relevant differentially expressed genes. This network suggested that developmental regulatory processes may act upstream of well-known Fe-specific responses. By integrating time-series transcriptome profiles with static DNA motif information and interpretable machine learning models [41–43] (e.g., logistic regression with LASSO), we identified motifs that served as crucial features for predicting differentially expressed genes. Twenty-eight transcription factors (TFs) known to bind to these motifs were themselves not differentially expressed. This results in a putative list of TFs that may contribute to the differential expression of genes under -Fe but which are themselves potentially regulated outside of transcription and would otherwise be missed by traditional approaches. Overall, this work contributes to our overall understanding of -Fe response in epidermal cells and reveals how developmental and general stress responses within the epidermis may act upstream of more specialized -Fe responses for Fe uptake.

## Results

### Cell-specific experimental data uncovers genes associated with -Fe response in the epidermis

Differences between genes expressed at the organ level and genes expressed specifically in the epidermis were first identified. Microarray data capturing expression activity at 7 time points (0, 3, 6, 12, 24, 48, and 72 h) and previously analyzed relative to the control sample at the 0-h time point were used to capture root (organ)-level gene expression activity [24]. 

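Seedlings of the Arabidopsis pWER::GFP line, which carries a green fluorescent protein as a marker of the root epidermis, were moved on day 7 of growth from +Fe medium to +Fe or -Fe medium. Roots were harvested at 6, 12, 18, 24, 30 and 36 h, with +Fe roots at 0 h as the start, and were turned into protoplasts and sorted by fluorescence. These are the time points of the Methods and the sample labels, whereas the results text lists 3 h and does not list 30 h. The 39 libraries form 13 groups of 3. The Methods describe both media with 0.1 mM FeEDTA and add 300 μM ferrozine, an iron chelator, to make -Fe medium, whereas the sample labels give no FeEDTA for -Fe medium. The Methods name the SMARTer Low Input RNA Kit for the cDNA, and the sample labels name a directional poly(A) library kit. The authors trimmed the reads, mapped them to the TAIR10 genome with tophat2 and obtained RPKM values with RSubread. Their deposited table gives 1 RPKM value per gene and group for 806 genes and names no replicate, so values of single libraries cannot be told apart. The paper's text does not name whether or how the 3 libraries were combined, or how the 806 genes were chosen. The deposited table is named as one of DE (differentially expressed) genes of the epidermis. The 806 are therefore not an unselected set, and shares of them do not describe all expressed genes. No value has replicates, so no spread, test or p-value is given, and every difference below is a difference between single values.
Genes were compared by the log2 ratio of RPKM + 1, which understates the change of low genes, and were counted where the ratio was at least 0.75 or at most -0.75, the size threshold of the paper's own test without its false discovery rate. The read depth is unknown. Of 857 low values, 82 (9.57%) lay within 0.05 of a whole multiple of the smallest value of their group once multiplied by exon length, where chance gives 10%, so reads could not be recovered from the values. Values multiplied by the exon length of their gene in TAIR10.1 added up to nearly the same total in all 13 groups over the 806 genes alone, with a coefficient of variation of 0.325% against 2.39% for the plain sums. The 10 genes with the largest products held 26.8% to 33.3% of a group's total.
Supplementary Table 02 marks the time points at which the paper called each gene. The copy used here holds 1999 of the paper's 2739 genes and covers 589 of the 806, so no overlap or enrichment was computed from it. The deposited ratios of the genes called at a time point left an interval without genes, centred at -0.44 at 6 h, -0.45 at 12 h, -0.048 at 18 h, -0.69 at 24 h, -0.41 at 30 h and 0.013 at 36 h. Ratios shifted by these centres are given as an alternative, which was chosen after seeing the data. Since the centres were fitted to the genes that the paper called, a shifted ratio moves such genes toward the paper's calls by construction.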

Epidermis transcriptome data were obtained by sequencing marker-assisted fluorescence-activated cell sorted samples targeting root epidermal cells under -Fe and + Fe (control) at 7 time points (0, 3, 6, 12, 18, 24, and 36 h) (see Methods). These two time-course datasets were compared based on three sets of differentially expressed genes: Set R[ed], which was composed of genes differentially expressed in the microarray data at any time point with respect to the 0-h + Fe (control) time point (Fig. 1A Set R[ed]); Set B[lue], which was composed of genes differentially expressed in the epidermis RNA-Seq data at any time point with respect to the 0-h + Fe (control) time point (Fig. 1A Set B[lue]); and Set G[reen], which was composed of genes differentially expressed in epidermis RNA-Seq data at any time point with respect to the + Fe control at that time point (Fig. 1A Set G[reen]).

**Fig. 1:**
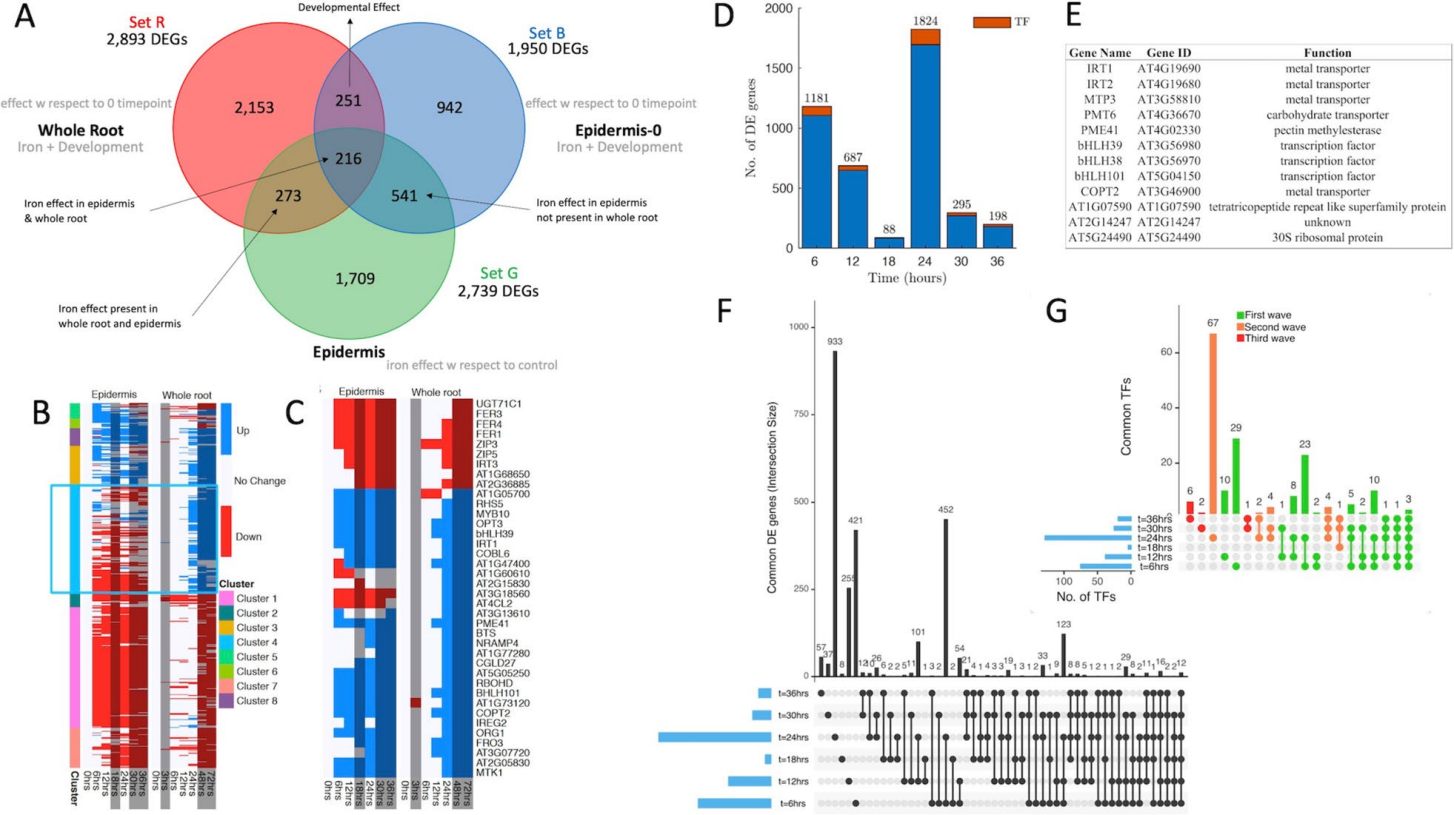
-Fe whole root and epidermis specific transcriptional comparative analysis. **A** DEG counts found in 1) whole root data using control at 0 time point only (Set Red), 2) cell-specific epidermis data using control at 0 time point only (Set Blue), and 3) cell-specific epidermis data using controls at all 7 time points (Set Green). The first two show differentially expressed genes involved in stress response & development. The first captures average behavior over several cell types and the second shows epidermis only. The third shows differentially expressed genes associated with iron response in the epidermis. **B** Heatmap comparing DEG expression in whole root and epidermis using control at 0 time point only. Blue box shows genes with significantly different expression patterns. Blue indicates up-regulation, Red indicates down-regulation. **C** Heatmap of expression for 38 known iron homeostasis DEGs in whole root and epidermis data using 0-time point control showing earlier activation in the epidermis vs. whole root. **D** DEG Gene counts at each time point identified using epidermis data using a control at each time point. The largest number of DEGs is seen at 24 h. The second largest is seen at 6 h. **E** List of genes that are differentially expressed at all 7 time points including 3 metal transporters and 3 known regulators of -Fe. **F** Upset diagram comparing sets of differentially expressed (under -Fe in the epidermis) genes at each time point. **G** Upset diagram showing the subsets of differentially expressed (under -Fe in the epidermis) transcription factors at each time point

Set R (organ-level) contained 2,893 DEGs (Supplementary Table S0^1^), while Set B (cell-specific) which also used a control at the 0-h time point only, uncovered 1,950 DEGs (Fig. 1A Set B). A comparison of these two sets, which both used a 0-h control only, identified differences that were not associated with having a control at all time points. We identified 2,739 DEGs (Set G) in the epidermis using + Fe controls at all time points (Supplementary Table S0^2^). 

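In the deposited values, 438 of the 806 genes had a log2 ratio of -Fe to +Fe of at least 0.75 or at most -0.75 at 1 or more of the 6 time points after transfer, and 368 had none. With a threshold of 1 in place of 0.75, the number was 350. The alternative that moved it most was the shift by the centre of the empty interval at each time point, chosen after seeing the data, with 732 genes.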

Figure 1A compares the numbers of genes in each set. Comparing whole root and epidermal DEGs identified using only the 0-h + Fe control revealed 467 common genes (intersection of red and blue sets in Fig. 1A), suggesting we missed approximately 50% of the epidermis-specific iron response DEGs when solely using whole root data.

### Control samples at every time point identify iron response genes in the epidermis

Differential expression with respect to only the 0-h time point (control) identifies genes that change significantly at the time stress is applied, resulting in a set of genes that change as a result of stress and genes that change as a result of development. Differential expression analysis with respect to a control at every time point ensures that DEGs are associated with stress response, rather than development. We isolated the iron response from developmental effects by comparing the epidermis-specific DEGs identified using a 0-h + Fe control only (Set B) to those identified using an + Fe control at every time point (Set G; Fig. 1A).

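Against the 0 h +Fe control, 361 of the 806 genes passed the 0.75 threshold on -Fe medium at 1 or more time points. Of these, 310 also passed it against +Fe at the same time point and 51 did not, while 128 passed it only against +Fe at the same time point and 317 passed in neither comparison. Both comparisons use the same -Fe values, and without replicates the overlap that this sharing gives by itself could not be simulated. On -Fe medium 123 genes were higher and 57 lower than at 0 h after 6 h, 91 and 49 after 12 h, 88 and 83 after 18 h, 40 and 98 after 24 h, 48 and 143 after 30 h, and 78 and 102 after 36 h. Centring each group on its median moved the ratios of the last 3 of these time points up by 0.27, 0.27 and 0.18, and the share of higher genes among those counted went from 29.0% to 53.3% at 24 h, from 25.1% to 52.1% at 30 h and from 43.3% to 55.5% at 36 h. The alternative that moved these -Fe counts most was the mean of all +Fe groups as the control, which changed the 180 genes at 6 h to 88 and turned the split to 25 higher and 63 lower at 6 h, 37 and 98 at 12 h and 44 and 130 at 18 h. With this control the later counts rose instead, from 138 to 279 at 24 h, from 191 to 293 at 30 h and from 180 to 300 at 36 h. On +Fe medium more genes changed from 0 h than on -Fe medium at each time point from 6 h to 30 h, and fewer at 36 h. The design does not separate time from the transfer to new medium in these changes. At 6 h 227 genes were higher and 189 lower than at 0 h, at 12 h 212 and 154, at 18 h 129 and 105, at 24 h 203 and 120, at 30 h 142 and 125, and at 36 h 45 and 43. Across the 806 genes, which are not independent replicates, the Pearson correlation of log2 values with those at 0 h was 0.838 for +Fe at 6 h, 0.951 for -Fe at 6 h and 0.981 for +Fe at 36 h. The paper reasons that a control at 0 h alone gathers genes that change with stress and with development, and that a control at every time point ties the genes to the stress response, and it takes the comparison of the sets as the way to isolate the iron response.

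**Figure D1:**
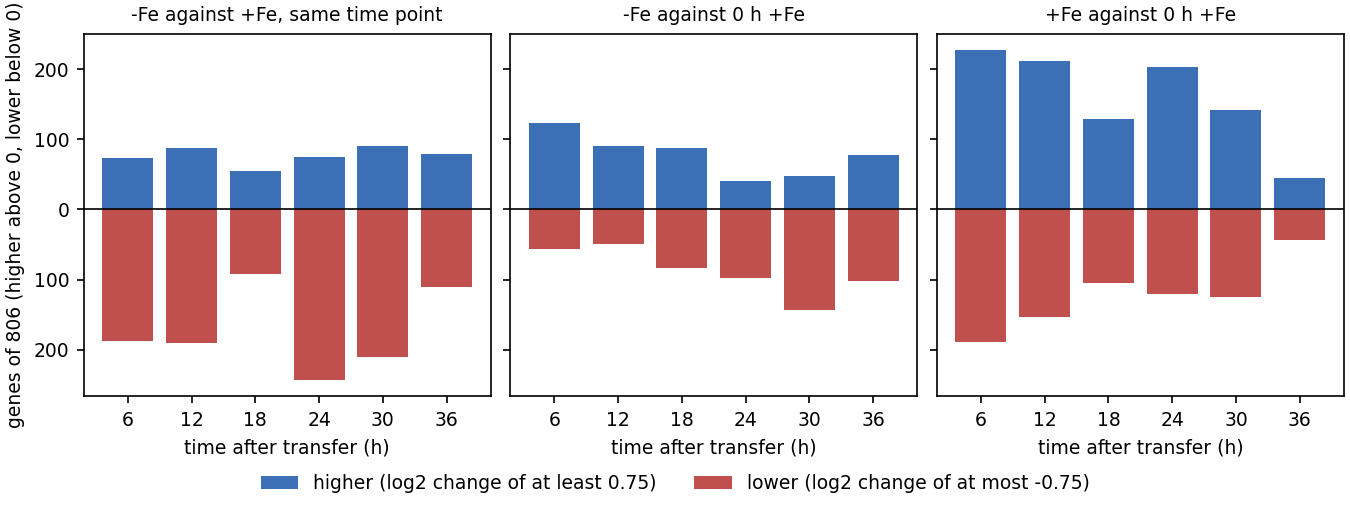
Genes of 806 with a log2 change of at least 0.75 (blue, above 0) or at most -0.75 (red, below 0) at each time point after transfer in hours, for -Fe against +Fe, -Fe against 0 h and +Fe against 0 h. Among the plotted counts the +Fe group at 6 h has the most changed genes, with 227 higher and 189 lower than at 0 h.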

We identified 1,709 iron-responsive genes that would have been missed had we identified DEGs solely with respect to the 0-h time point control using the whole root or epidermis data (Fig. 1A). While microarray and RNA-Seq both measure transcript expression, microarray results are limited to genes with representative probes on the array, and produce relative measurements based on fluorescent activity [33, 44, 45]. RNA-Seq, on the other hand, identifies all transcripts in the sample within a detectable range using a reference genome and produces absolute transcript counts [45]. RNA-Seq’s ability to identify a broader group of genes with increased sensitivity means it can identify and quantify more genes than microarray data. This might account for the differences we observed with iron-responsive genes between the microarray and RNA-Seq datasets. However, given the comparable number of genes identified using microarray or RNA-Seq, it seems likely that this effect is negligible.

### Epidermal transcriptomic expression patterns reveal expression that differs from whole root patterns

A comparison of the profiles of the 467 genes that were differentially expressed in both the whole root and the epidermis transcript data (Fig. 1A) uncovered several differences (Figs. 1B and C). Figure 1B reveals differences across all 467 genes as a heatmap of clustered expression patterns for the epidermis vs. the whole root. Eight clusters were identified using hierarchical clustering of expression patterns from whole root and epidermis (Fig. 1B). Clusters 1, 3, 5, 6, 7, and 8 showed delayed expression in the whole root (48 h) compared to the epidermis (6 h) and in some cases, reversed directionality (i.e., activated vs. repressed and vice versa). Cluster 4 showed a delayed activation pattern (12 and 24 h vs. 6 and 12 h in the epidermis) and an almost complete change in directionality: up-regulation in the whole root vs. down-regulation in the epidermis.

Thirty-eight known iron homeostasis genes exhibited earlier activation or repression in the epidermis, compared to their expression in the whole roots (Fig. 1C, 6 hours vs. 12 and 24 h in the whole root). 

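Of the 38 genes of Fig. 1C, 28 were analysed here, and the whole root data were not. On -Fe medium 14 of the 28 first passed the 0.75 threshold against 0 h at 6 h, 2 at 12 h, 8 at 18 h, 0 at 24 h, 1 at 30 h and 2 at 36 h, and 1 passed it at no time point. At 6 h 10 were higher and 4 lower, at 18 h 15 and 8, and at 36 h 19 and 7. The median absolute log2 change from 0 h of the 28 genes was 0.78 at 6 h, at the 99.74 percentile of 10000 random lists of the same size matched on mean expression, whose middle 95% ran from 0.25 to 0.65. At 36 h the median was 2.24, above every random list. The study chose these genes for their change in the same libraries, so the percentiles are not independent evidence. A change from 0 h on -Fe medium also includes any change shared with +Fe medium. IRT1, bHLH39, OPT3, COPT2 and FER1 moved the same way on +Fe medium at 6 h, as given below. The 28 genes were not placed among random lists by their 6 h ratio of -Fe to +Fe, so the 6 h percentile does not separate a response to iron. BTS (AT3G18290) stayed below the threshold in all 6 comparisons with +Fe, with log2 ratios from -0.21 at 6 h to 0.75 at 30 h, which is 0.7496 before rounding. Centred on the group medians the 30 h ratio was 0.91, and with the shifted ratios it was 1.16 at 30 h, 0.99 at 24 h, 0.94 at 12 h and above 0 at 6 h.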

IRT1, regulated by FIT and considered the main iron transporter involved in iron uptake from the rhizosphere, [9, 16, 25] and MYB10, an -Fe-induced transcription factor [46], were upregulated in the epidermis at 6 h, whereas they did not appear upregulated in the whole root until 24 h. 

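IRT1 (AT4G19690) was listed at 19.5 RPKM at 0 h and rose on -Fe medium from 432 RPKM at 6 h to 3237 RPKM at 36 h, log2 changes of 4.40 and 7.31. On +Fe medium it also rose at first, to 155 RPKM at 6 h, and then fell to 16.8 RPKM at 30 h and 18.7 RPKM at 36 h. The log2 ratio of -Fe to +Fe was therefore 1.47 at 6 h, 3.57 at 12 h, 4.72 at 18 h, 5.43 at 24 h, 6.63 at 30 h and 7.36 at 36 h. In the TAIR10.1 annotation IRT1 lies next to IRT2. MYB10 was not analysed here.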

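bHLH39 (AT3G56980) was 2.95 higher on the log2 scale on -Fe medium at 6 h than at 0 h, and 3.47 at 12 h. OPT3 (AT4G16370) was 1.48 higher at 6 h and 2.24 at 12 h, and COPT2 (AT3G46900) 1.64 and 2.11. All of these genes were also higher at 6 h on +Fe medium than at 0 h, by 2.26 for bHLH39, 1.22 for OPT3 and 0.85 for COPT2. Against +Fe at the same time point, bHLH39 had a log2 ratio of 0.69 at 6 h and 1.30 at 12 h, OPT3 0.25 and 1.31, and COPT2 0.79 and 1.30. By 36 h the ratios were 4.69, 4.92 and 3.87. The 6 h ratio of bHLH39 passed the threshold with values centred on the median (0.78) and with the shifted ratios (1.13). bHLH100 was not analysed here.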

Two FIT interactors, bHLH39 and bHLH100, as well as OPT3 and COPT2, iron and copper transporters, respectively, were upregulated after 12 h of exposure to -Fe in the epidermis, but at 24 h in the whole root dataset. FER1 and FER4, genes that bind iron to prevent oxidative stress [47], were repressed in the epidermis as early as 6 h but repressed at 24 h of -Fe in the whole root dataset. 

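FER1 (AT5G01600) fell from 230 RPKM at 0 h to 50.8 RPKM at 6 h on -Fe medium, a log2 change of -2.16. On +Fe medium it was at 75.4 RPKM at 6 h, a change of -1.60, and the log2 ratio of -Fe to +Fe was -0.56 at 6 h and 0.13 at 12 h. It then passed the threshold at -1.52 at 18 h, -1.63 at 24 h, -2.46 at 30 h and -2.66 at 36 h. FER4 (AT2G40300), whose exons share 118 bases on the same strand with AT2G40290 in TAIR10.1 and whose values are therefore less certain, was at 50.8 RPKM at 0 h and 20.6 RPKM at 6 h on -Fe medium, a log2 change of -1.26, against -0.72 on +Fe medium. Its ratio of -Fe to +Fe went from -0.53 at 6 h and -0.58 at 12 h to -1.25 at 18 h and -3.05 at 36 h.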

Earlier induction or repression of known iron homeostasis genes in the epidermis compared to that in the whole root suggests that early epidermal activity is masked by collective activity in the whole root. These findings are supported by previous studies that characterized cell-type specific transcriptional changes under salt and -Fe stress [11, 24, 26].

### Epidermal expression patterns reveal response waves

We analyzed the 2,739 DEGs identified using the epidermis data and a control at every time point (Set G) to assess overall epidermal expression dynamics. 

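Counted per time point against the +Fe group of the same time, 262 of the 806 genes passed the 0.75 threshold at 6 h, 277 at 12 h, 147 at 18 h, 318 at 24 h, 302 at 30 h and 190 at 36 h. As deposited, most of the counted genes were lower on -Fe medium, with 74 higher and 188 lower at 6 h, 87 and 190 at 12 h, 55 and 92 at 18 h, 75 and 243 at 24 h, 91 and 211 at 30 h, and 79 and 111 at 36 h. This split depends on the scale of the ratios. Shifted by the centre of the empty interval, the counts were 288 higher and 100 lower at 6 h, 263 and 107 at 12 h, 61 and 80 at 18 h, 383 and 161 at 24 h, 212 and 170 at 30 h, and 79 and 113 at 36 h. Centring on the group medians moved the ratios up by 0.20 at 24 h and 0.16 at 30 h, and gave 121 higher and 227 lower genes at 24 h. Under the same-time control, 24 h had the most genes and 18 h the fewest with every threshold, pseudocount and scale tried.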

We found the most DEGs and differentially expressed TFs at 6 (1,181 DEGs) and 24 h (1,824 DEGs) (Fig. 1D), while the 18-h time point resulted in the lowest number of transcriptional profile changes (88 DEGs) and the fewest TFs (4) (Fig. 1D). This suggests that these time points represent the initiation of transcriptional changes that induce a cascade of downstream responses. Twelve genes, listed in Fig. 1E, were differentially expressed at all sample time points, including four metal transporters and three known -Fe regulators. 

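As deposited, 71 of the 806 genes passed the 0.75 threshold in the same direction at all 6 time points, 19 higher and 52 lower on -Fe medium, and with the shifted ratios 51 did, 30 higher and 21 lower. All 12 genes of Fig. 1E were among the 806. IRT2 (AT4G19680) rose from a log2 ratio of 1.13 at 6 h to 4.92 at 30 h, and MTP3 (AT3G58810) from 0.96 at 6 h to 4.40 at 36 h. bHLH38 (AT3G56970) had ratios of 3.29 at 6 h and 6.26 at 30 h and was listed at 0 on +Fe medium at 36 h, where no fold is given. Its other values on +Fe medium after transfer lay between 0.34 and 3.59 RPKM, so the size of its ratios rests on low values. With pseudocounts of 0.1 and 10 the 6 h ratio was 4.79 and 1.10, and the 30 h ratio 7.31 and 3.72. Its exons share 386 bases with PIP5K4 (AT3G56960) on the opposite strand. AT2G14247 rose from 1.33 at 6 h to 5.99 at 36 h and shares 233 bases with AT2G06085 on the opposite strand. AT1G07590 had ratios between 0.95 and 2.24, which are uncertain because 189 of its bases match another place in the genome at 97.4% identity and 138 bases are shared with AT1G07600 on the same strand. PME41 (AT4G02330) was at 0.47 at 6 h and 0.16 at 12 h and passed the threshold from 18 h (1.45) to 36 h (2.59), and at 6 h also with the shifted ratios (0.91). The 2 genes that were lower on -Fe medium at all 6 time points were PMT6 (AT4G36670), with ratios between -1.66 and -3.56, and AT5G24490, with ratios between -0.77 and -2.42, which shares 159 bases with AT5G24500 on the opposite strand. The 36 h ratio of AT5G24490, the smallest in size, fell short of the threshold with values centred on the median (-0.69). Both were highest on +Fe medium at 6 h, PMT6 by 4.69 and AT5G24490 by 3.00 above 0 h, and were lower again at 36 h, at 21.5 and 94.0 RPKM. Against 0 h their mean change on -Fe medium was 0.70 and 0.62.

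**Figure D2:**
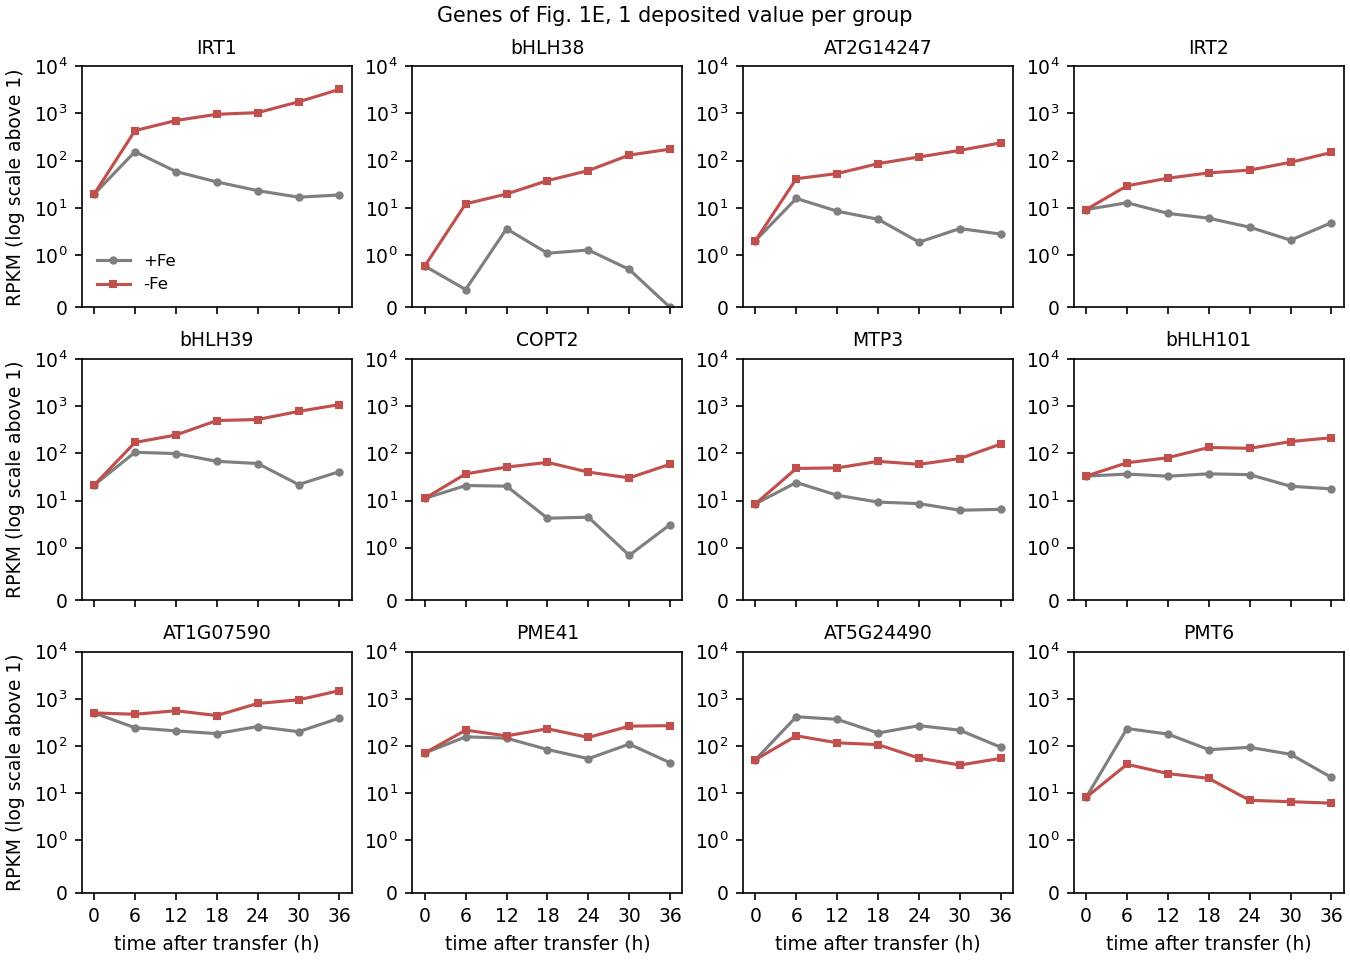
RPKM of the 12 genes of Fig. 1E against time after transfer in hours on +Fe medium (grey circles) and -Fe medium (red squares), 1 deposited value per group, on an axis that is logarithmic above 1. PMT6 and AT5G24490 lie lower on -Fe medium at all 6 time points, and the other 10 genes lie higher.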

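STOP2 (AT5G22890) had log2 ratios of -Fe to +Fe of 1.74 at 6 h, 2.21 at 12 h, 2.15 at 18 h, 1.19 at 24 h, 2.65 at 30 h and 2.20 at 36 h, past the threshold at 6 of 6 time points. Its values on -Fe medium, between 29.5 and 53.2 RPKM, stayed near the 44.7 RPKM listed at 0 h, with log2 changes from -0.58 to 0.25. On +Fe medium it fell to between 4.62 and 13.5 RPKM, log2 changes from -3.02 to -1.66. With 0 h in place of the same-time control, the mean over the time points changed sign, to -0.12. STOP1 was not analysed here.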

STOP2, previously identified as regulating several genes for aluminum stress and low pH tolerance, was differentially expressed in our data at 5 out of 6 time points [48]. Tsai and Schmidt (2020), investigating transcriptomic changes under optimal and high pH under -Fe, found that STOP2 was moderately induced under optimal pH, but highly repressed under high pH in iron-deficient conditions [49]. Since -Fe triggers the activity of epidermal proton pumps to acidify the rhizosphere and increase iron solubility [19], STOP2 likely plays an indirect role in iron response by regulating prevailing pH conditions. While STOP2 was previously identified as a minor isoform of STOP1, which controls pH and Al response [48], we did not find STOP1 to be substantially regulated in our datasets. Thus, STOP2 may play a more prominent role in controlling -Fe-induced pH changes at the rhizosphere-epidermal interface.

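By the number of time points at which a gene passed the 0.75 threshold between -Fe and +Fe, 98 of the 806 genes passed it at 1 time point, 51 at 2, 56 at 3, 110 at 4, 50 at 5 and 73 at 6. Among the 98 genes with 1 time point, 26 passed it only at 24 h and 24 only at 6 h. A change of direction past the threshold between time points was seen in 14 genes.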

To characterize gene activity, we described each gene’s activity by the time points at which they were differentially expressed (Fig. 1F). Focusing on activity patterns of TFs (Fig. 1G), we identified three waves of transcriptional responses: wave 1 (activity before 12 h) contained the largest number of TFs (94), wave 2 (activity between 12 and 18 h) included 78 TFs and wave 3 (activity only after 30 h), 9 TFs. This activity suggests an organized cascade of transcriptional stress response which is discrete from wave to wave.

### Expression analysis and inter-cluster GRN reveal epidermis-specific regulators and response genes

Using the Dirichlet process Gaussian process mixture model (DPGP) clustering algorithm [50], we generated 50 co-expression clusters using the max normalized gene expression of our 2,739 DEGs (Supplementary Table S0^2^). Two clusters, 25 and 26, were enriched for iron-related Gene Ontology (GO) terms (adjusted p-value of 0.05). Most genes and TFs in these two clusters were previously known iron response genes. 

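Of the genes that Supplementary Table 02 places in Cluster 25, 34 of 56 were analysed here, and of those in Cluster 26, 22 of 59. Each gene's -Fe values at the 7 time points were centred on their mean and divided by their SD. The mean scaled value of Cluster 25 rose from -0.81 at 0 h to 0.74 at 30 h and 1.74 at 36 h. That of Cluster 26 stayed at -0.016 or below until 30 h and reached 2.07 at 36 h. Between -Fe and +Fe, 8 of the 34 genes of Cluster 25 were past the threshold on the higher side at 6 h and 26 at 36 h, and for Cluster 26 the numbers were 6 and 18 of 22. Cluster 25 holds bHLH39, OPT3, bHLH101, IRT2 and FRO2, and Cluster 26 holds IRT1, bHLH38, MTP3 and FIT. FRO2 (AT1G01580) reached 0.81 at 30 h and 1.26 at 36 h after 0.25 at 6 h, and passed the threshold at 24 h with values centred on the median (0.90).

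**Figure D3:**
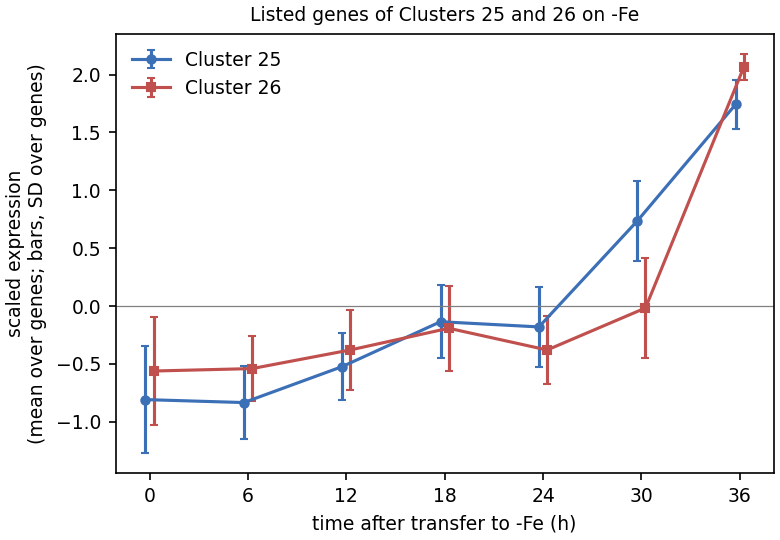
Mean scaled expression over the listed genes of Cluster 25 (34 genes, blue circles) and Cluster 26 (22 genes, red squares) against time after transfer to -Fe medium in hours, with bars for the SD over genes. Both clusters are highest at 36 h.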

We did not find enriched GO terms in other clusters, probably due to smaller cluster sizes. However, we identified multiple cluster-specific TFs within the smaller clusters with known regulation adjacent or related to -Fe roles in development and stress response. 

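Of the root hair regulators GL2, TRY, RHD6 and LRL1, only GL2 was analysed here. GL2 (AT1G79840) had log2 ratios of -Fe to +Fe of -1.26 at 6 h, -1.12 at 12 h, -0.10 at 18 h, -1.64 at 24 h, -1.33 at 30 h and -0.44 at 36 h. The 12 h ratio was -0.67 with the shifted ratios, and the mean over the time points was weaker than the threshold both with them (-0.64) and against 0 h (-0.44). On +Fe medium GL2 was at 404 RPKM at 6 h and 410 RPKM at 12 h, against 189 RPKM at 0 h, and on -Fe medium at 168 and 188 RPKM. Its exons share 155 bases with AT1G09927 on the same strand and 198 bases with AT1G79850 on the opposite strand in TAIR10.1.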

Clusters 36 and 37 contained GL2, TRY, RHD6, and LRL1, TFs related to root hair development, while Cluster 1 contained several TFs involved in ABA response. Expression patterns for the 50 clusters are provided in Supplemental Figure S1.

To identify new functional relationships, we inferred and examined inter-cluster relationships. Previous studies and our results indicate that genes with similar biological functions show similar expression patterns and are more likely to belong to the same cluster (intra-cluster relationships). Likewise, it is logical to assume clusters containing regulator genes should have some causal relationship to clusters containing target genes (inter-cluster relationships). Previous works that developed cluster networks used cluster means or centroids to quantify cluster correlation [34, 51]. However, the range of transcriptional profiles within a cluster (intra-cluster variation) may result in the cluster centroid being a poor representation of all genes within the cluster (Fig. 2A) and result in the inability to infer informative causal inter-cluster relationships. To address this, we implemented a sampling-based scheme that measured the strength of a cluster relationship based on the distribution of Mutual Information (MI) [52] between individual genes belonging to clusters. This allowed us to incorporate gene-level expression patterns while maintaining computational efficiency. 

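Within the 27 clusters that the copy of Supplementary Table 02 holds in full and that have at least 3 genes here, each of 570 genes was correlated with the mean scaled profile of the other genes of its cluster over 0 h and the 6 -Fe time points. The median Pearson correlation was 0.920, with single genes between -0.067 and 0.998 and cluster medians between 0.727 in Cluster 8 and 0.979 in Cluster 7. The correlation was below 0 for 1 gene, in Cluster 17. Cluster 25 had a median of 0.954 and Cluster 26 of 0.927. The alternative that moved the median over all clusters most was the log2 ratio of -Fe to +Fe in place of -Fe values, with 0.773. The paper formed the clusters on RPKM values of these libraries, so similar profiles within a cluster are partly built in, and genes are not independent replicates.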

MI is a well-known metric for quantifying causality between pairs of genes [53].

**Fig. 2:**
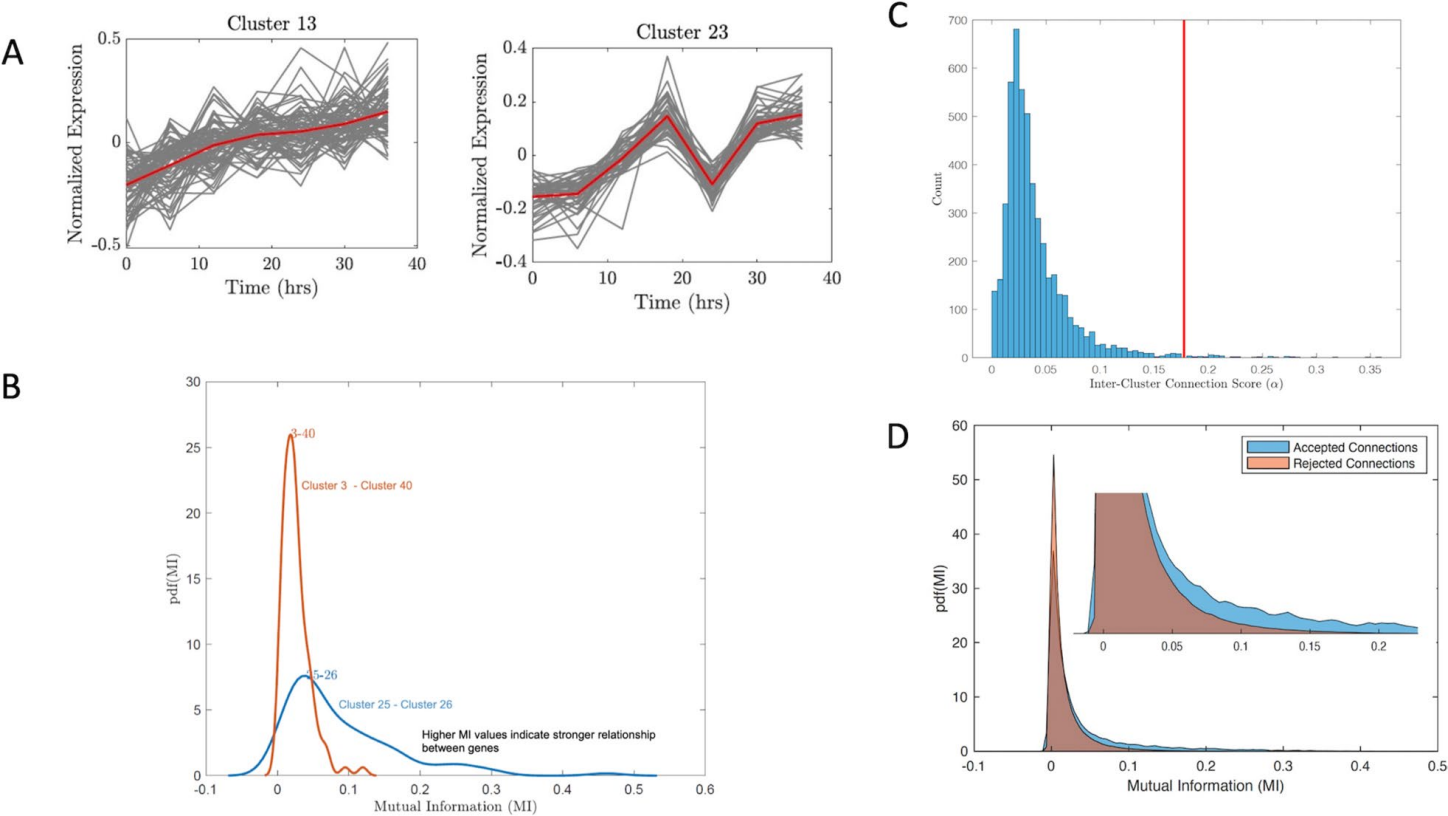
Computationally efficient mutual information sampling technique to infer gene regulatory network. **A** These examples show cases in which the mean is not a good representation of individual gene expression, **B** Example distribution of inter-cluster MI scores for 2 clusters, **C** Distribution of alpha values for all clusters **D**) MI scores for accepted vs. rejected connections for all clusters

Using our sampling technique for each inter-cluster connection, we generated probability distribution functions of MI scores (Fig. 2B). High MI scores indicate strong pairwise relationships between genes, which we expected to find in the tails of these distributions (higher MI values). We ranked all cluster connections using no time lag and a 6-h time lag to catch connections that would be missed using only a 0-time lag. We defined α_ij_ as the 90th percentile value of the MI score distribution calculated for genes in the *i*th and *j*th clusters. Larger values of α indicated MI distributions with stronger connections in the top 10% of their MI values while smaller values of α indicated MI distributions with weaker connections in the top 10% of their MI values. We generated the distribution of α_ij_ for all *ij* cluster pairs. We then identified a natural separation in this distribution (Fig. 2C) from which we could distinguish MI distributions with strong connections from distributions with weak connections. We identified a threshold of *ɑ* = 0.1775 as shown in Fig. 2C, which was the center value of an empty bin that created a natural separation between lower and higher values of ɑ. Examination of the distribution of Mutual Information values for connections that were accepted vs. rejected using this threshold of α (Fig. 2D) shows that while the mode of their distributions is similar, the accepted cluster connections have a higher density in the tails.

We identified 33 potential interactions among 14 clusters (Fig. 3) from the accepted connections. 

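Cluster 25 was set beside Cluster 26 by the Pearson correlation of every pair of genes, 748 pairs of 34 and 22 genes, over the -Fe time course. The median correlation was 0.825 without a lag, 0.781 with Cluster 26 taken one time point later and 0.503 with Cluster 25 taken one time point later. Mutual information was not computed. Without the 36 h time point these medians were 0.509, 0.285 and 0.162, so their size rests largely on 36 h. The order of the 3 medians was the same in all settings tried. The lagged medians rest on fewer time points than the median without a lag. The paper formed the clusters on RPKM values of these libraries, so the order is partly built in and does not show a direction. With log2 values the medians were 0.717, 0.662 and 0.490.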

Connections uncovered between FIT and binding partners, bHLH100, bHLH101, and bHLH39 have been confirmed experimentally in prior works [14, 54]. 

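FIT (AT2G28160) was listed between 711 and 1084 RPKM on -Fe medium and at 851 RPKM at 0 h. Its log2 ratios of -Fe to +Fe were 0.41 at 6 h, 0.17 at 12 h, 0.21 at 18 h, -0.079 at 24 h, 0.37 at 30 h and 0.41 at 36 h, none past the threshold as deposited. With the shifted ratios it passed at 6 h (0.86) and 30 h (0.78), and the 24 h ratio was above 0 with the shifted ratios (0.62) and with values centred on the median (0.12). Against 0 h its mean change was -0.049.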

We used known TFs in the clusters to categorize biological functionality using existing literature and the TAIR database [55]. Our network included connections between Cluster 1, which contains FER1; Cluster 28, which contains FER3 and 4; and Cluster 39, which contains NAC042 (JUB1) and AT3G20340. 

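FER3 (AT3G56090) had log2 ratios of -Fe to +Fe of -0.39 at 6 h, -0.73 at 12 h, -0.76 at 18 h, -1.53 at 24 h, -1.90 at 30 h and -1.88 at 36 h. The 18 h ratio fell short of the threshold with values centred on the median (-0.70) and with the shifted ratios (-0.71), which also put the 6 h ratio at 0.053. NAC042 (AT2G43000) was lower on -Fe medium at 6 of 6 time points, with ratios between -0.98 at 24 h and -1.85 at 30 h, and the 24 h ratio was -0.29 with the shifted ratios. On +Fe medium NAC042 rose from 226 RPKM at 0 h to 931 RPKM at 6 h, and on -Fe medium to 338 RPKM. Its exons share 107 bases with AT2G42990 on the opposite strand. AT3G20340 was not analysed here.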

Sudre et al. (2013) found 54 genes, including NAC042 and AT3G20340, were significantly affected under 3 conditions: *atfer1-3–4* mutant vs. WT both under iron sufficiency, *atfer1-3–4* under excess iron vs. WT, and *atfer1-3–4* vs. WT both under excess iron [56]. These findings support our network’s biological relevance and provide future avenues of investigation on -Fe response in epidermal cells. Potential novel -Fe responsive genes identified also have other biological functions, e.g., root hair development (GL2, TRT, RHD6), ABA response (WRKY31, CTH/AtTZF1), and nitrate/phosphate response (WRKY42, HRS1, NAC42). 

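WRKY42 (AT4G04450) had log2 ratios of -Fe to +Fe of 0.15 at 6 h, 0.39 at 12 h, -0.50 at 18 h, -0.52 at 24 h, -0.85 at 30 h and -1.50 at 36 h. With the shifted ratios it was at 0.84 at 12 h and 0.17 at 24 h, and short of the threshold at 30 h at -0.44. With values centred on the median the 30 h ratio was -0.69. CTH (AT2G25900) had ratios of -0.74 at 6 h, -1.11 at 12 h, -0.55 at 18 h, -1.53 at 24 h, -1.81 at 30 h and -0.89 at 36 h. The 12 h ratio was -0.65 with the shifted ratios, and against 0 h the mean change on -Fe medium was -0.076. Among 13 other genes named in Fig. 3 and analysed here, 10 passed the threshold at 1 or more time points. WRKY31 and HRS1 were not analysed here.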

Two clusters containing TFs associated with root hair development, 1 and 37, are connected to Cluster 39 which contains nitrate/phosphate response TFs. Liu et al. (2020) reviewed nitrate regulation associated with lateral root and root hair development and reported that both are gradually inhibited in a homogeneous nitrate environment [57]. These relationships suggest that iron deprivation triggers developmental and more general abiotic stress response within the epidermis that then induces downstream specialized processes for iron uptake activities.

**Fig. 3:**
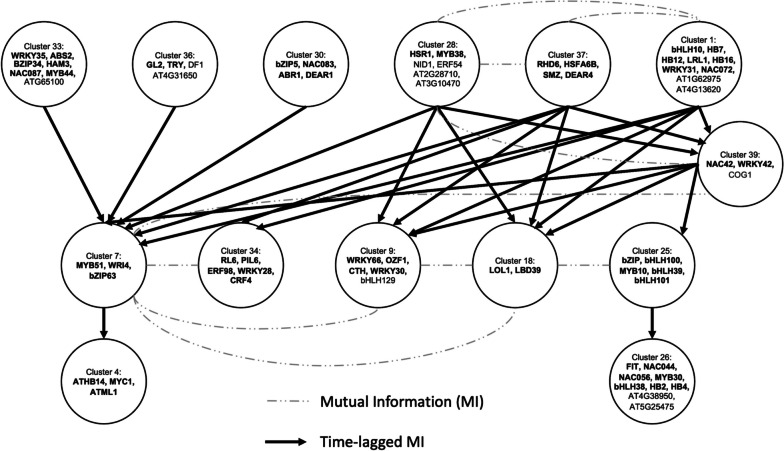
Inter-cluster GRN. Inter-cluster GRN generated using DPGP clustering coupled with sampling-based scheme to measure the strength of a cluster relationship. Important TFs for each cluster are labeled. Dash lines indicate MI between gene pairs and solid arrows represent time-lagged MI

### Logistic regression models identify TFs associated with motifs important for predicting differential expression in epidermal data

In the previous section regulators of iron epidermal deficiency response were identified from a pool of differentially expressed genes. By integrating static data (DNA motif information) and our time-series transcriptomic data into interpretable machine-learning models, we uncovered regulators that influence genes that were differentially expressed under -Fe, but which were not differentially expressed themselves. In our pipeline (Fig. 4), we first identified known cis-elements enriched in the promoter region 1000 bp upstream of the transcription start site as in Schwarz et al. (2020) using genes in the clusters previously generated using the DPGP algorithm [50, 58]. We removed cluster 50 from further analysis since no motifs were identified for that cluster.

**Fig. 4:**
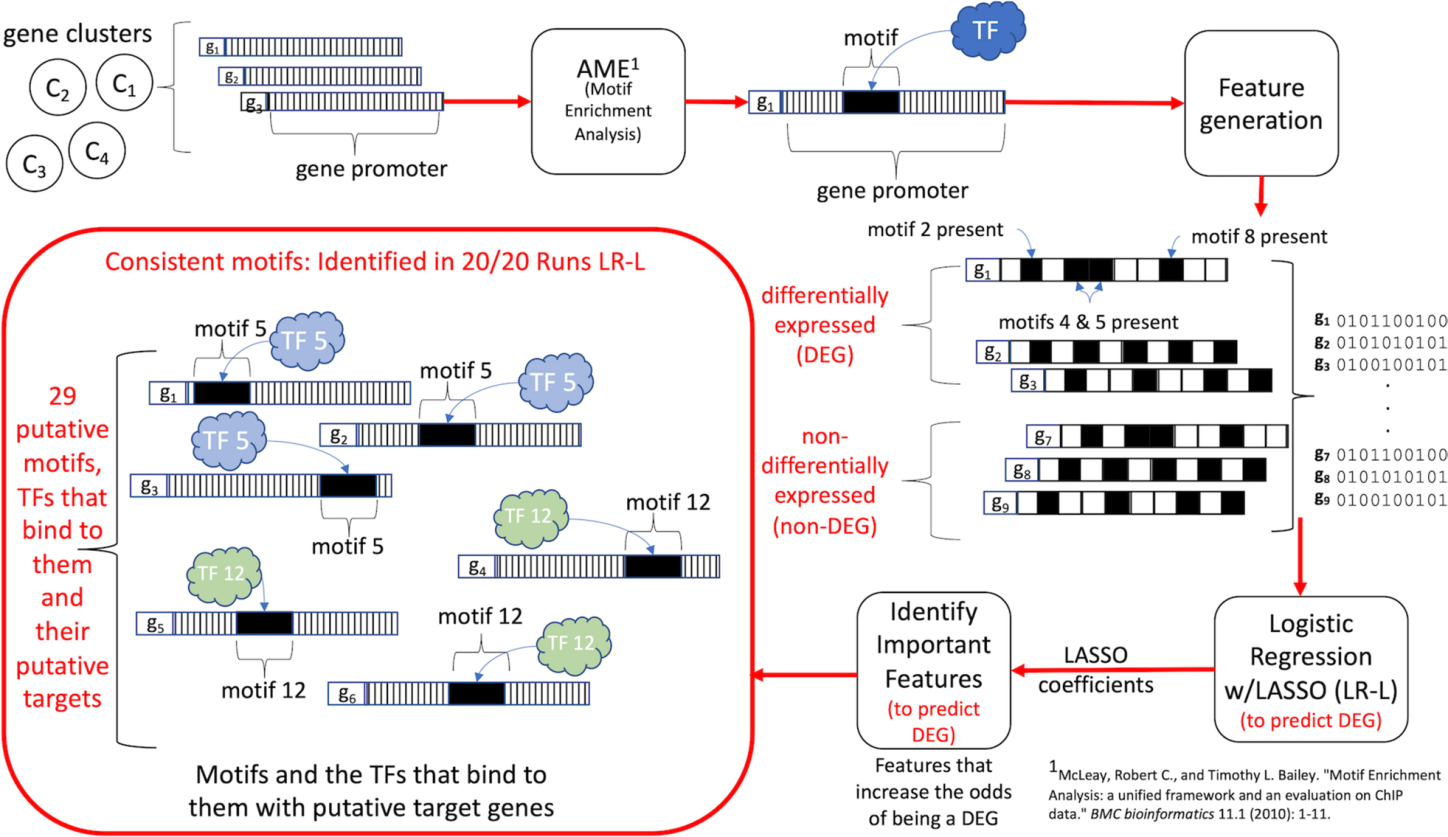
Machine learning pipeline to identify motifs/TFs important for predicting differential expression

We found 337 motifs enriched in our gene clusters (Supplementary Table S0^3^) and generated features using the presence (0) or absence (1) of a motif in the promoter of each gene (see Methods). These features were input into a logistic regression (classification) model to identify motifs important for predicting differential expression. Given known class labels (e.g., differentially expressed, 1, and non-differentially expressed, 0), classification models can identify predictors that are associated with a response [58–62]. While previous works have successfully used Random Forest and Support Vector Machines, logistic regression models with LASSO regularization provide highly interpretable results in addition to feature selection for this task [41–43, 63].

We hypothesized that motifs that increased the likelihood of a gene being differentially expressed would be associated with stress response. We used the model coefficients to identify important motifs. In logistic regression, coefficients represent how a predictor increases or decreases the log odds of the response relative to the positive (i.e., response = 1 or “differentially expressed”) class. Since coefficients are associated with changes in the log odds, we chose motifs for which $${e}^{x}>1,$$ where *x* is the coefficient [64]. Due to stochasticity introduced by LASSO regularization, we ran the algorithm 20 times and identified motifs that were consistent predictors across all runs. This uncovered 29 consistent motifs of interest (MOI; Supplemental Table S0^4^). By generating a model that included all differentially expressed genes, as opposed to one model per cluster, we were able to identify MOIs that were influential over multiple clusters. We extracted TFs known to bind to the 29 consistent MOIs (putative regulators, provided in Supplemental Table S0^4^) and the set of genes with the MOI in their promoter (putative targets, provided in Supplemental Table S0^5^) using the motif-finding tool, AME [65], which identifies biologically verified TFs using the DAP-seq database [66].

### Predictive models identify TFs that may be post-transcriptionally regulated

To better characterize the function of the identified TFs, we explored their expression patterns and found that only one TF, ANAC070 (AT4G10350), was differentially expressed with respect to the control (+ Fe) at any time point. We performed GO analysis on these putative regulators to determine their biological relevance and found that 6 putative regulators were associated with terms specific to root development, one with the epidermis, and two with hormone pathways (Supplemental Table S0^4^). All of these activities have been associated with iron stress response and root hair development, which is affected by -Fe [67, 68]. Next, we determined the extent to which putative targets of these TFs included known iron homeostasis genes. Thirteen of our 29 putative regulators had at least one known iron homeostasis gene in their putative target sets. Putative targets included known iron stress-responsive genes: BRUTUS(BTS), IRT1, and FRO2, as well as regulators (TFs) of the iron stress response including FIT, bHLH100, and bHLH101 (Supplemental Table S0^5^).

To assess the gene function of the putative targets for each of our TFs, we performed GO enrichment analysis and identified 876 unique, statistically significant (adjusted *p*-value < 0.05) terms across all putative regulators. Supplemental Figure S0^2^ shows a subset of terms identified. A complete list of TFs, their GO terms, and FDR are included in supplemental data (Supplemental Table S0^6^). The putative targets of six of our 29 consistent TFs produced no statistically significant terms.

Since changes in root hair development are a hallmark phenotype of iron deprivation and these changes occur in the epidermis [11, 24], we focused on statistically significant terms from the GO analysis that included “iron”, “epidermis” and “root”. Targets for eleven of our TFs had terms associated with iron response and homeostasis, while 9 had terms associated with root morphogenesis, development, or regeneration, and 5 had terms associated with epidermis development and cell fate (Supplemental Tables S0^7^, S0^8^, and S0^9^). This suggests the MOIs/TFs we identified could be involved in iron response in the epidermis. Two of the MOIs/TFs with “root” in their GO terms and one with “epidermis” had no known iron homeostasis genes in their targets and could represent previously unidentified iron response genes.

### Non-differentially expressed regulators are associated with iron-related pathways and activity

Many of the putative regulators we identified were expressed at some level (Supplemental Figure S0^3^) and several have -Fe RPKM measurements with similar magnitude to bHLH101, a FIT binding partner that is differentially expressed under -Fe compared to + Fe control at every time point (Supplemental Figure S0^3^). Thus, we suspect that these non-differentially expressed transcription factors represent high-level regulators that themselves are regulated post-transcriptionally, not unlike several other -Fe-responsive TFs [69, 70]. 

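bHLH101 (AT5G04150) was listed at 32.9 RPKM at 0 h and rose on -Fe medium from 63.1 RPKM at 6 h to 178 RPKM at 30 h and 214 RPKM at 36 h. On +Fe medium it was at 36.3 RPKM at 6 h and fell to 17.6 RPKM at 36 h. Its log2 ratios of -Fe to +Fe were 0.78 at 6 h, 1.28 at 12 h, 1.83 at 18 h, 1.82 at 24 h, 3.08 at 30 h and 3.53 at 36 h, past the threshold at all 6 time points. Its exons share 79 bases with AT5G04140 on the opposite strand. None of the 29 transcription factors was analysed here.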

A review of the literature indicates that post-transcriptional regulation is associated with four of our non-differentially expressed putative regulators, including the DOF family of transcription factors [71]. CUC1 was found to be targeted by miR164, which provides evidence of post-transcriptional regulation [72], and Huang et al. (2018) determined that PIF7 activity is regulated by phosphorylation in shade-induced nuclear localization [73], while LHY1 has also been found to be post-transcriptionally regulated [74–77].

Post-transcriptional regulation is critical in abiotic stress response [35, 37, 78]. To explore whether the regulators we identified might be involved in iron deficiency response in the epidermis, we performed an extensive literature review. We focused on the subset of 13 putative regulators with known iron response genes in their targets and included three additional TFs with no known iron genes in their targets (CUC1, LHY1, and AT5G18090) to explore how these putative regulators and their targets might be associated with -Fe. Ten of the 16 TFs we reviewed were associated with one or more activities implicated in -Fe response (Fig. 5A and B) [71–77, 79–94]. These TFs represent a small testable set of previously unidentified iron stress response regulators.

Six of the TFs are implicated with abiotic stress response including, PIF7 [90], DOF6 [71], CDF3 [79, 86], ATDOF5.8 [83, 91], LHY1 [88] and AT5G18090 [92]. Putative targets associated with some of these TFs include BTS, bHLH100/101, bHLH38, bHLH29, IRT1, FRO2, and ZIF1 (Fig. 5A). While a universal stress response pathway could explain this, research by Iyer-Pascuzzi et al. (2011) did not find evidence of one [27]. However, they and others have found that regulators may respond to multiple stresses [24, 27, 86].

**Fig. 5:**
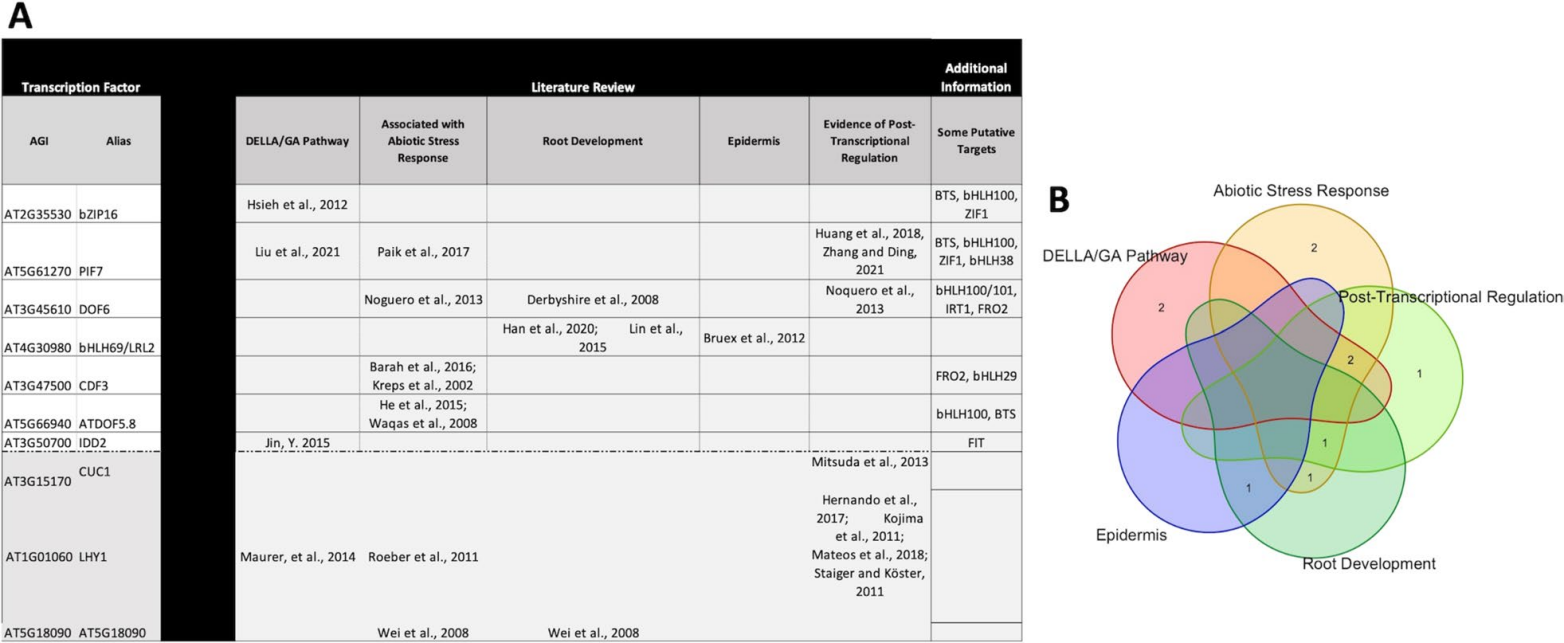
Subset of putative regulators identified using logistic regression with LASSO. **A** Putative TFs investigated in literature review. Subset included 13 TFs with known iron response genes in their putative targets and three additional TFs. References were identified for the topics listed in the table for 10 of the 16 TFs investigated. **B**) Venn diagram showing overlap between topics covered in the literature review for TFs listed in **A**

Four TFs are associated with the DELLA/gibberellin pathway, which has been implicated in FIT regulation [68]: bZIP16 [84], PIF7 [89], IDD2 [85], and LHY1 [88]. Putative targets of these four TFs include BTS, FIT, bHLH100, bHLH38, and ZIF1. LHY1 has not previously been identified as an iron stress response regulator. However, Maurer et al. (2014) found that LHY1 is more highly expressed under -Fe in a triple mutant background (*bhlh39-1 bhlh100-1 bhlh101-1*) [88]. Given that changes in LHY1 are associated with mutants of its putative targets a feedback mechanism may be involved.

Three TFs are associated with root expression or development: DOF6 [81], bHLH69/LRL2 [80], and AT5G18090 [92]. Root development and changes in root hair length are known phenotypes of -Fe [11, 95, 96]. Putative DOF6 targets include bHLH100/101, IRT1 and FRO2. DOF6 is associated with root radial pattern formation according to TAIR and is expressed in all three developmental zones (meristematic, elongation, and differentiation), but is pericycle-specific [81]. bHLH69 is involved in root hair formation and root epidermis development, and mutants show root hair defects [80]. AT5G18090 is induced in response to manganese deficiency, which is associated with stimulated root hair elongation [92]. Notably, there is evidence showing iron and manganese crosstalk via IRT1, an iron transporter that nonspecifically transports manganese under -Fe [25], increasing its levels in roots [11, 29].

Only one of our TFs, IDD2, is associated with epidermal root hair differentiation [85]. However, the relationship between this TF and the DELLA/gibberellin pathway makes it a prime TF for further investigation to determine its role in the -Fe response. While biological confirmation is required, this work uncovered connections between non-differentially expressed regulators and mechanisms associated with iron stress response and provides several avenues of future inquiry.

## Discussion

Gene set comparisons between organ- and cell-level data using a 0-h + Fe control sample identified 1,483 genes associated with epidermal activity that would not have been found without cell-specific measurements (Fig. 1A). By including a + Fe control sample at every time point, an additional 1,709 genes were identified that would have been missed if only a 0-h control were used (Fig. 1A). These results highlight the need for cell-level data with controls at every time point, as well as the benefit of gene set comparisons across datasets. While a complete comparison between whole root and epidermis data was not feasible since microarray data does not contain the whole transcriptome, our comparative transcriptional analysis shows evidence of early activation in the epidermis in response to -Fe along with complete transcriptional changes between the whole root (up-regulated) and the epidermis (down-regulated; Fig. 1B and C).

The cluster GRN (Fig. 3), developed using gene-level comparisons in a computationally efficient manner, identified relationships between transcription factors that mirror those found using whole root data, while also revealing novel putative regulators that act upstream of known -Fe response genes. In many cases, these early response regulators play a role in development and stress responses. A logistic regression with LASSO modeling approach uncovered regulators that may act upstream of known -Fe response processes, yet are not transcriptionally regulated by -Fe. Plants rely on a highly tuned regulatory system for stress response due to their sessile nature. Regulators revealed by our approach, such as CUC1, LHY1, and IDD2 may be post-transcriptionally controlled to fine-tune responses and enable quick transitions in response to Fe deprivation within the epidermis [36]. Notably, many of these putative upstream regulators also play a role in development and general stress response [85, 88, 97].

We propose a potential connection between the high-level putative regulators we identified, which are associated with development and general stress response, and -Fe response in the epidermis. The root epidermis is highly sensitive to stress and readily exhibits developmental, physiological, and biochemical alterations in response to nutrient availability [93, 94]. One of the most well-studied responses to -Fe stress is the induction of the Strategy I response within the root epidermis. This response relies upon membrane localization and induction of the critical FRO2, IRT1, and AHA2 protein complex that induces rhizosphere acidification, ferric reduction, and Fe uptake into epidermal cells [98].

Our analysis revealed that several known developmental regulators, such as DOF6, bHLH69/LRL2, WRKY42, and RHD6, might directly or indirectly target FRO2 and IRT1, as well as their bHLH regulator, FIT, and FIT’s binding partners, bHLH100 and bHLH101, as well as other Fe homeostasis genes. Taken together our spatiotemporal RNA-seq and modeling of epidermal-specific transcriptional responses reveal a mechanism whereby developmental and general stress responses are epistatic or parallel to the early -Fe stress response within the root epidermis, which then later induce more specialized -Fe responses for Fe uptake (Fig. 6). Figure 6 hypothesizes connections between transcription factors associated with development, general stress response, and -Fe response.

**Fig. 6:**
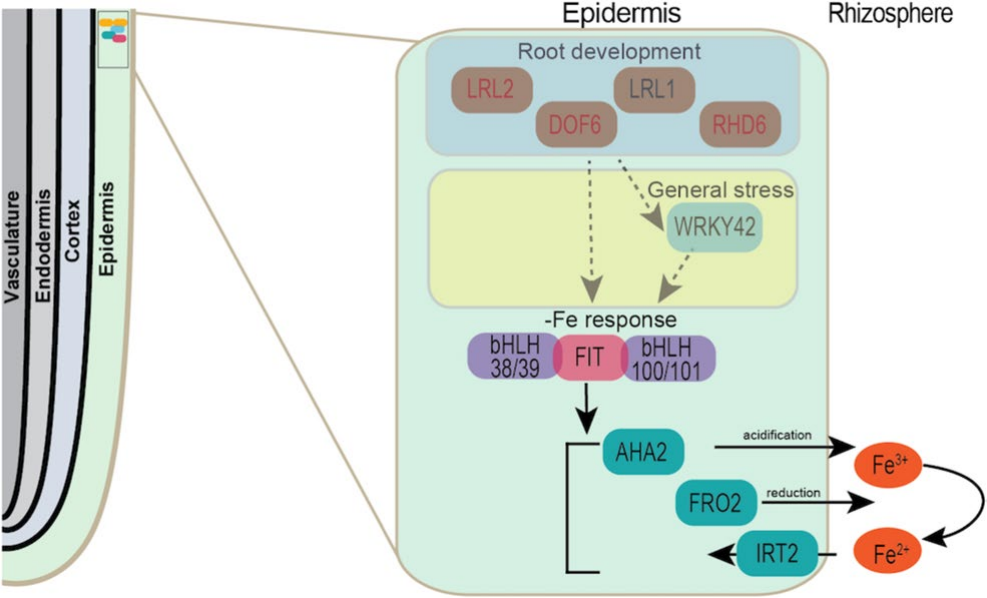
Hypothesized root epidermal -Fe mechanism. Model depicting epidermal root development (blue box) and general stress responses (yellow box) epistatic to the known -Fe response. Dash grey arrows indicate direct or indirect connections identified by the DPGP clustering and Logistic regression with LASSO modeling algorithms on the -Fe spatiotemporal RNA-seq data. Solid black arrows indicate confirmed direct -Fe interactions. Genes in red are potentially post-transcriptionally regulated

## Conclusions

This work uncovered key differences in -Fe response identified using whole root data vs. cell-specific root epidermal data, and using a 0-h control vs. controls at every time point. Machine learning approaches, which employed interpretable models combined with additional static data, identified potential high-level regulators of -Fe response that would not have been identified solely through transcriptomic profiles. These regulators reveal how developmental and general stress responses within the epidermis may act upstream of more specialized -Fe responses for Fe uptake.

## Methods

The *Arabidopsis* pWER::GFP epidermis marker line (WEREWOLF; AT5G14750: Lee & Schiefelbein, 1999) in Columbia (Col-0) accession was used to perform all experiments [99]. Seeds were surface sterilized using 70% ethanol for 2 min followed by 30% bleach and 0.02% Triton X-100 solution for 15 min. Seeds were rinsed three times with sterile water and stratified at 4 °C for 2 to 3 d before being plated on nylon mesh (Genesee Scientific Cat 57–103) on top of solidified media to facilitate transfer. Seeds were grown in a vertical position in a Percival incubator with 16 h of daily illumination and 8 h of dark at 22 °C. Iron-sufficient (+ Fe) and deficient media is standard Murashige and Skoog media (Caisson Labs Cat MSP33-50LT) with 0.05% MES, 1% sucrose, 1% agar, and 0.1 mM FeEDTA. Ferrozine (300 μM), an iron chelator, was added to make deficient media.

Seedlings were shifted from iron-sufficient media to sufficient and deficient media, on the 7^th^ day of growth, equating to 0-h. After 7d transfer, an additional 6 h, 12 h, 18 h, 24 h, 30 h, and 36 h of growth occurred. After which, roots were harvested for protoplasting followed by fluorescence-activated cell sorting [100]. Three replicates of the epidermis samples were collected and analyzed.

RNA was extracted using RNAeasy Plant RNA Purification Kit (Qiagen Cat. 74,904). cDNA synthesis and amplification were performed using the SMARTer Low Input RNA Kit (TaKaRa Cat. 634,940) for sequencing. North Carolina State University Genomic Science Library facilities sequenced the library using an Illumina HiSeq 2500 sequencing machine, with 125 bp single-end reads.

Adapter contamination and low-quality reads were assessed using fastQC [101]. Adapter contents were trimmed, and low-quality reads discarded using fastq-mcf [102]. Clean reads were mapped to The Arabidopsis Information Resource (TAIR)10 reference genome [55] using tophat2 [103–105]. More than 92% of reads were mapped to the reference genome for all the samples. From the mapped reads we obtained the read count (RPKM) for each gene using the RSubread package [106].

Differentially expressed genes (DEGs) were identified using edgeR [107] package, using glmQLFtest for DE analysis. DE genes were identified with respect to the 0-time point or with respect to the control using adjusted p-values [108]. A maximum false discovery rate (FDR) of 0.05 and minimum log fold change threshold of 0.75 was applied for identifying differentially expressed genes.

To cluster gene expression trajectories, we used a Dirichlet Process Gaussian Processed (DPGP)-based algorithm [50]. DPGP can capture time course dependencies and is suitable for modeling time series data. Data was max normalized prior to clustering using the following equation

$${N}_{t}^{i}=\frac{{R}_{t}^{i}-\frac{{\sum }_{k=1}^{t}{R}_{k}^{i}}{T}}{{R}_{k}^{i}}$$

Where $${N}_{t}^{i}$$ is normalized expression of gene *i* at sampling time point *t*. T is the total number of time samples, and $${R}_{k}^{i}$$ is the RPKM gene expression value of gene *i* at time *t*.

Latin Hypercube Sampling (LHS) [109] was used to randomly sample TFs from each DPGP-generated cluster (with repetition). We calculated 0- and 6-h time lagged mutual information (MI) scores between pairs of randomly sampled TFs from different clusters using [53]. Mutual information between the expression patterns of two genes (random variables) (G1,G2) is defined as

$$I({G}_{1};{G}_{2})={\iint }f({G}_{1}, {G}_{2})loglog \left(\frac{f({G}_{1})f({G}_{2})}{f({G}_{1},{G}_{2})}\right)d{G}_{1}d{G}_{2}$$

Where $$f({G}_{1},{G}_{2})$$ is the joint distribution, and $$f({G}_{1})$$, $$f({G}_{2})$$ are marginal distributions of the random variables representing the gene expression patterns. We generated a distribution from the MI scores calculated for each pair of clusters. We ranked all possible cluster connections based on the 90th percentile (near the tail end) of the MI value and called this score ɑ. We calculated ɑ for all possible cluster connections, generated a distribution of ɑ and identified an appropriate threshold which was applied to identify accepted connections between clusters.

Promoter regions 1000 bp upstream [58] of the transcription start site for genes in each of the 50 DPGP clusters were identified. We then used the Analysis of Motif Enrichment (AME) algorithm [65] using default settings and the DAP-seq database [66] to identify enriched motifs. AME provided a list of motifs, TFs that bind to them, and the genes that contained the motif in their promoter (putative targets). We generated a binary feature for each gene by encoding presence (1) or absence (0) of the motif for each gene. We encoded an equal number of non-differentially expressed genes (absolute log2FC for all time points < 0.251). We chose a more restrictive threshold than Schwarz et al. (2020) (0.4), to provide us with enough negative samples while ensuring that expression was negligible [58]. We set class labels for differentially expressed to 1, and non-differentially expressed to 0. These features and labels were used as input to Logistic Regression models with LASSO.

We performed logistic regression with LASSO using the R package glmnet. Important features were identified by using model coefficients for which (exp(*x*)) was > 1 where *x* was the model coefficient [64]. Since the use of LASSO can result in different coefficients from run to run, we generated 20 models and focused on motifs identified in all 20 runs. This allowed us to capture the variability of the algorithm and maintain the exploratory nature of the task.

GO terms associated with TFs that are known to bind to our motifs were identified using the TAIR database [55]. GO enrichment of putative targets was performed using the R library topGO [110].

### Supplementary Information

**Additional file 1:** **Figure. S01.** Expression profiles of 2,739 DEGs. 50 clusters were identified using DPGP clustering algorithm. Cluster 25 and 26 were enriched in iron related GO terms. **Figure. S02 **GO Enrichment of putative targets for a subset of GO terms. **Figure. S03.** Expression values of 29 TFs identified using Logistic Regression.

**Additional file 2: Table 01.** List of 2,893 differentially expressed genes identified in whole root data. **Table 02.** List of 2,739 differentially expressed genes identified using epidermis specific RNA-seq data with controls at all time points. Fields included are AGI, Alias(es), Cluster number, and a flag indicating whether the gene was differentially expressed at 6, 12, 18, 24, 30 or 36 hours. **Table 03.** List of 337 motifs identified using AME (65) with the DAP-seq (66) database. **Table 04.** List of 29 Consistent transcription factors identified in 20 runs of logistic regression with LASSO. Name, AGI and GO terms identified on arabidopsis.org (TAIR) are provided. **Table 05.** List of putative targets associated with each of the 29 consistent transcription factors. List includes the name of transcription factor, AGI of target, flag indicating whether target is 1) a known iron gene and/or 2) a transcription factor. **Table 06.** GO terms enriched in the group of targets associated with each of 29 consistent transcription factors. **Table 07.** Subset of GO terms from Supplementary Table 03 that include reference to "iron". GO ID, GO term, adjusted p-value and transcription factor name or AGI provided. **Table 08.** Subset of GO terms from Supplementary Table 03 that include reference to "root". GO ID, GO term, adjusted p-value and transcription factor name or AGI provided. **Table 09.** Subset of GO terms from Supplementary Table 03 that include reference to "epidermis". GO ID, GO term, adjusted p-value and transcription factor name or AGI provided.

## Data Availability

Raw sequence data (FASTQ files) and RPKM values have been submitted to NCBI GEO and are available for download (Accession # GSE228011). *Arabidopsis thaliana* pWER::GFP epidermis marker line (WEREWOLF; AT5G14750: Lee & Schiefelbein, 1999) in Columbia (Col-0) seeds were generated as described in Lee & Schiefelbein, 1999, and donated to, maintained by and purchased from Arabidopsis Biological Resource Center; stock number CS66493 and this material was used with permission.

# Supplementary material for: Cellular clarity: a logistic regression approach to identify root epidermal regulators of iron deficiency response
**Source:** BMC Genomics. 2023 Oct 18;24:620. doi: 10.1186/s12864-023-09714-6
**Supplement:** Supplementary file 1 — Additional file 1: Figure. S01. Expression profiles of 2,739 DEGs. 50 clusters were identified using DPGP clustering algorithm. Cluster 25 and 26 were enriched in iron related GO terms. Figure. S02 GO Enrichment of putative targets for a subset of GO terms. Figure. S03. Expression values of 29 TFs identified using Logistic Regression.

# Supplementary Data

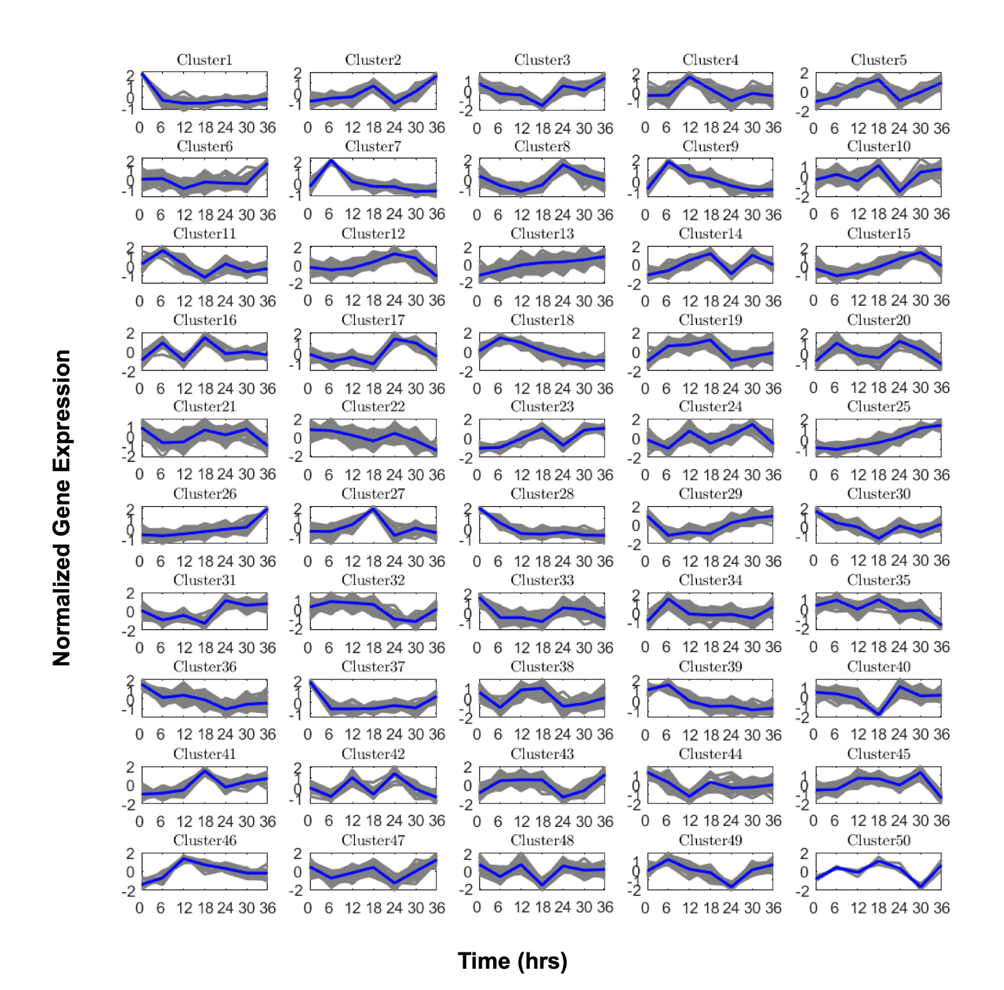

**Figure S01.** Expression profiles of 2,739 DEGs. 50 clusters were identified using DPGP clustering algorithm. Cluster 25 and 26 were enriched in iron related GO terms.

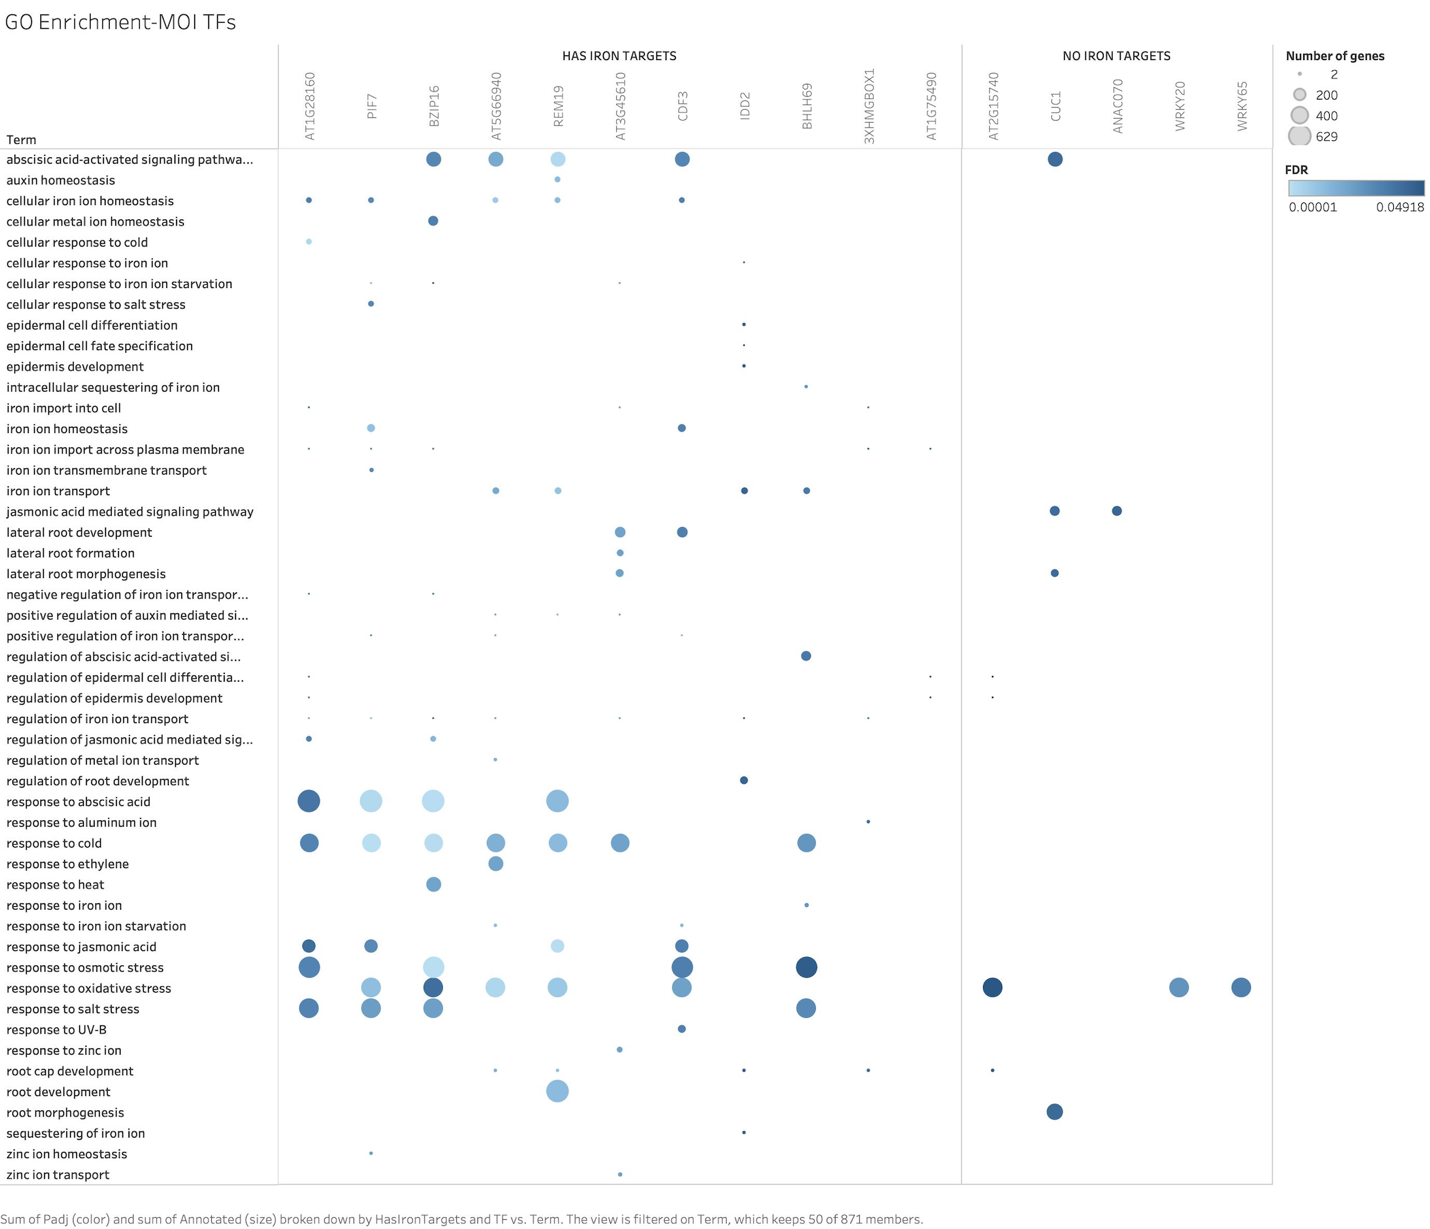

**Figure S02.** GO Enrichment of putative targets for a subset of GO terms. TFs included on this chart are a subset of 16 of the 23 TFs that had GO enriched terms in these categories. Size of circles is relative to number of genes enriched for the term while the color provides information about the FDR (darker color means higher adjusted p-value).

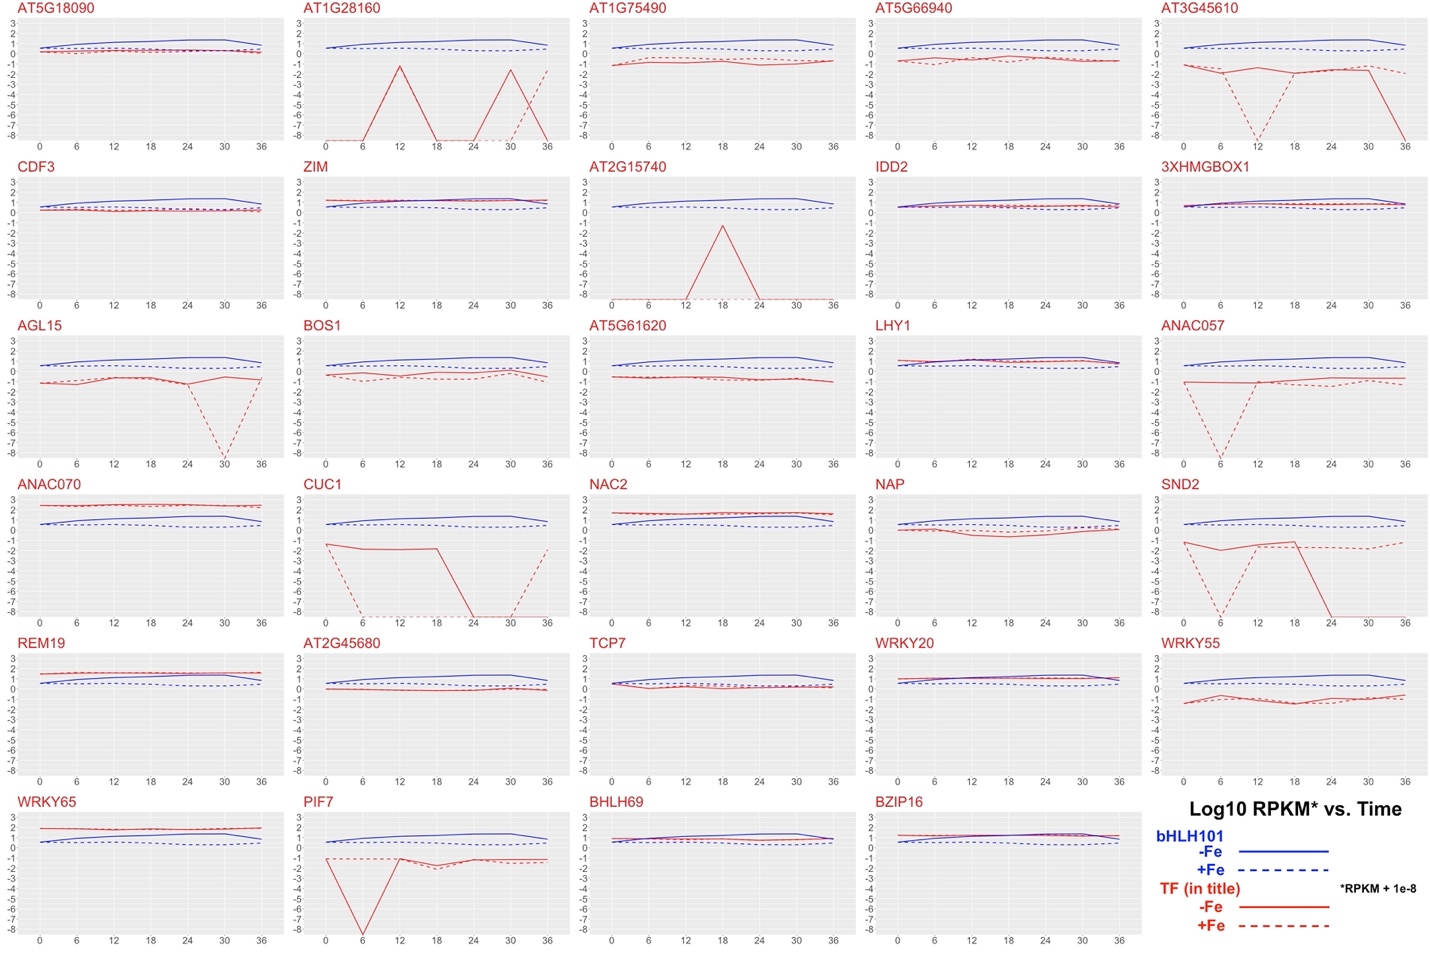

**Figure S03.** Expression values of 29 TFs identified using Logistic Regression. Log_10_ (RPKM+1e-8) values vs. time for 29 TFs (Red) are compared to bHLH101 (Blue), which is differentially expressed at all timepoints, under +Fe (dashed line) and -Fe (solid line). Of the 29 TFs only 1 (ANAC070) was found to be differentially expressed at any timepoint. The remaining genes are basally expressed, but not differentially expressed in response to -Fe. A small value, 1e-8, was added to the RPKM to deal with 68 measurements = 0 which leads to infinite Log_10_ values. The addition of this value does not substantively change the RPKM measurement for purposes of comparison.

How the deposited data were processed for this re-analysis (not part of the article)

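The values come from fluorescence-sorted root epidermis of Arabidopsis pWER::GFP seedlings on +Fe medium at 0 h and on +Fe and -Fe medium at 6, 12, 18, 24, 30 and 36 h after transfer, 39 libraries in 13 groups of 3 by the sample labels and the Methods. The authors assessed reads with fastQC, trimmed them with fastq-mcf, mapped them to TAIR10 with tophat2 and obtained RPKM values with RSubread. The authors called differentially expressed genes with edgeR's glmQLFTest on the libraries. The deposited table holds RPKM, read numbers scaled by gene length and by a read total, as 1 value per gene and group for 806 genes, of which 417 carry a name in the table. Of its 10478 values, 8 are 0 and 43 are under 1 RPKM, and the mean of a gene over the 13 groups lies between 2.09 and 66701 RPKM, with a median of 224. The read total used, whether and how the 3 libraries of a group were combined, the gene annotation and the use of strand in counting are not named in the paper's text. Overlapping genes and genes with near-identical copies are therefore reported as less certain. The planned test on values per library did not apply to 1 value per group, and the counts of genes past the threshold, which had been set down as its replacement for that case, were used. No spread, test, p-value, replicate left out or replicate block could be computed from 1 value per group. The paper states that raw reads were submitted as well. They were not analysed here, so this limit is that of the deposited values used. All 13 columns of values were used.

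From the deposited RPKM the log2 ratio of RPKM + 1 was taken between -Fe and +Fe at each time point, between -Fe and 0 h, and between +Fe and 0 h, and genes were counted at a log2 ratio of at least 0.75 or at most -0.75, the paper's size threshold. The genes named in the text are those the paper names in its results, Fig. 1C, Fig. 1E or Fig. 3 and that were analysed here, 55 of 74, with full values for those in a results sentence or in Fig. 1E, and the 5 genes with the largest mean rise and the 5 with the largest mean fall among genes changed in the same direction at all 6 time points, which was applied as a ratio of the same sign at each, whether or not it passed the threshold. This rule and, apart from those named as added, the alternatives were written before the data were examined. Cluster membership and called time points were taken from Supplementary Table 02, whose copy is shortened, and no set test was run on it. Cluster profiles were scaled to mean 0 and SD 1 over the 7 time points of -Fe. The lagged comparison of Cluster 25 with Cluster 26 took the median correlation over gene pairs. A list of genes was placed among 10000 random lists of the same size matched on mean expression.

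Exon lengths, GC content, neighbouring and overlapping genes and stretches of at least 125 bases at 97% identity elsewhere in the genome (blastn 2.17.0) came from the TAIR10.1 assembly, and no coordinates of that assembly are given. The depth is unknown, because the low values are not whole multiples of a common step. The alternatives were pseudocounts of 0.1 and 0.01, a minimum mean of 1 RPKM, values centred on the group medians, a threshold of 1, other controls, other scalings of the profiles, Spearman correlation and the course without 36 h. Added after seeing the data were ratios shifted by the centre of the interval that the paper's called genes leave empty, the threshold of 1 and the mean +Fe control for the ranking of time points, the lagged comparison without the iron genes that the paper names, and a pseudocount of 10 for the named genes. With no replicates, a cluster or lag correlation was taken as moved when it changed by more than 1 SD over genes or gene pairs, and a count when it changed by more than 1.5 times. The calculations were tested on simulated data, where all 200 planted genes among 806 were recovered and the largest error of an interval's centre was 0.0278. The planted changes lay far past the threshold, the noise was small and genes were called by size alone. This checks the arithmetic and does not measure the error of the centres in the real values. The calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The whole root arrays, the transcription factor waves, the mutual information network, the motif model and the genes not in the 806 were not analysed here.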

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

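Every test in this part was chosen only after the result was seen, except those of noise in low values at 6 h, of GC content and gene length, and of shared sequence, and the limits against which the SD values were set were settled after the values were seen.

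The paper does not compare +Fe at later time points with +Fe at 0 h, and here 416 of 806 genes were changed at 6 h on +Fe medium. In the deposited values with the 0 h or the same-time control this was the largest count, while the ratios of -Fe to +Fe shifted by the centre of the empty interval gave 544 genes at 24 h, and with the mean of all +Fe groups as the control, to which each +Fe group belongs, the count fell to 163. The SD over genes of the log2 change from 0 h at 6 h was 1.42 on +Fe and 0.79 on -Fe medium. A single scaling factor for a group moves all genes alike and leaves this SD unchanged, so it does not account for the difference. If the 6 h groups had been exchanged, the genes of Fig. 1E that are higher on -Fe from 12 h to 36 h would be lower in the 6 h group labelled -Fe, but 10 of 10 were higher there. Among the 403 genes with a mean above the median the SD was 1.16 on +Fe and 0.68 on -Fe medium, which argues against noise in low values. After a fit on exon GC content and log length, which took up 1.82% of the variance, the SD on +Fe medium was 1.40. Of 12 marker genes of other root cell types, 0 were analysed here, so cells of another type cannot be told apart from a response of the epidermis. A candidate explanation is a response to sugar starvation or darkness after transfer, larger on +Fe medium. Of 26 genes listed for such responses, 10 were analysed here, and their median log2 change from 0 h at 6 h was 2.55 on +Fe medium, at the 99.99 percentile of random lists, and 1.34 on -Fe medium, at the same percentile, so the rise was not particular to +Fe medium. The median log2 ratio of -Fe to +Fe of these genes at 6 h was -1.15, below every random list, and at each later time point it was at the 0.01 percentile or below. The list was put together after some of its genes had been seen among the changed ones, so this value cannot decide. Differences between libraries within a group cannot be seen in 1 value per group, and a difference in handling between the groups was not tested.

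With a pseudocount of 1, of the 5 genes with the largest mean rise and the 5 with the largest mean fall, 6 are not discussed in the paper. The mean log2 ratio of -Fe to +Fe was 4.43 for AT1G13609 and 3.52 for AT1G47395. It was -5.28 for NRT2.6 (AT3G45060), -3.43 for MIOX4 (AT4G26260), -2.85 for AT2G41810 and -2.73 for AGT (AT2G13360). AT1G13609 was listed at 0 in 3 groups and AT1G47395 in 4, all on +Fe medium, where no fold is meaningful and on which these means partly rest, and both rose on -Fe medium, AT1G13609 to 277 RPKM and AT1G47395 to 124 RPKM at 36 h. In the TAIR10.1 annotation AT1G47395 lies next to AT1G47400. In 0 of the 6 genes was a stretch of 125 bases or more found elsewhere at 97% identity, which argues against shared reads. With a pseudocount of 10, which damps differences of a few RPKM, the smallest mean change in size was 1.60, so low values alone do not account for the changes. Their size does rest on low values, with means of 6.09 for AT1G13609 and 5.45 for AT1G47395 at a pseudocount of 0.1 and of 2.37 and 1.60 at a pseudocount of 10. With a pseudocount of 10, 4 of the 6 genes were still among the 5 largest rises or falls, and AT1G13609 and AT1G47395 ranked 6 and 15 among the rises, so the place of these 2 genes among the largest rises rests on low values. After the fit on GC content and length, the smallest mean change in size was 2.58. The changes of the 4 lower genes came largely from a rise on +Fe medium. For AT2G41810 and AGT a fall on -Fe medium added to the 30 h ratios, with changes from 0 h of -0.78 and -0.83. On +Fe medium these 30 h changes were 2.72 and 2.95. The 30 h changes of NRT2.6 and MIOX4 on -Fe medium were 0.015 and 0.049. At 6 h against 0 h NRT2.6 was 7.02 higher on +Fe and 0.65 higher on -Fe medium, MIOX4 6.05 and 3.53, AT2G41810 3.46 and 1.27, and AGT 4.71 and 2.04. These genes may respond to iron supply or to another condition of the +Fe medium after transfer, which stays open. The finding is a hypothesis, since it was found and tested on the same values.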

How the results depend on the processing

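The shift by the centre of the empty interval, the threshold of 1 and the mean +Fe control for the ranking of time points, the lagged comparison without the iron genes, and the pseudocount of 10 were chosen only after the results were seen. No paired analysis was possible because the deposited table holds 1 value per group and the replicate numbers of the libraries are not carried by its columns. For the same reason leaving out each replicate and fitting only the 2 groups compared were not run. The minimum mean of 1 RPKM removed 0 genes and so says nothing about stability. The alternatives for the 29 transcription factors of the logistic regression gave no value, since none was analysed here.

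With pseudocounts of 0.1 or 0.01 and with values centred on the median, each count of changed genes stayed within 1.5 times its value. Centring moved the share of higher genes from 23.6% to 34.8% at 24 h against +Fe, and against 0 h from 29.0% to 53.3% at 24 h, from 25.1% to 52.1% at 30 h and from 43.3% to 55.5% at 36 h. With the mean of all +Fe groups as the control, the counts against +Fe were 88 at 6 h, 135 at 12 h and 300 at 36 h. This setting replaces both controls of -Fe by the same values, so by construction the counts in place of those against 0 h were also 88 at 6 h, 279 at 24 h, 293 at 30 h and 300 at 36 h. For +Fe against 0 h they were 163, 63, 24, 24, 43 and 148 from 6 h to 36 h, where each group is part of its own control. The time point with the most genes became 36 h, and its cause was not tested. At a threshold of 1, fewer genes can pass by construction, with 94 at 18 h against +Fe, 86 at 12 h, 105 at 18 h, 85 at 24 h and 112 at 30 h for -Fe against 0 h, and 154 at 18 h, 169 at 30 h and 46 at 36 h for +Fe against 0 h. The shift by the centre of the empty interval raised the 24 h count to 544 and turned the share of higher genes from 28.2% to 74.2% at 6 h, from 31.4% to 71.1% at 12 h, from 23.6% to 70.4% at 24 h and from 30.1% to 55.5% at 30 h. It applies only to -Fe against +Fe, and the scale of the comparisons with 0 h is unknown.

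As log2 ratios of -Fe to +Fe the median correlation within clusters was 0.773 over all clusters and 0.773 for Cluster 26, and with log2 values Cluster 26 was at 0.811. The cause was not tested. For Clusters 25 and 26, leaving out 36 h brought the median with Cluster 26 later to 0.285 and that without a lag to 0.509. Without a lag the median was 0.679 with Spearman correlation and 0.637 with log2 ratios, and the cause was not tested. These shifts were set against the SD over genes or gene pairs, which is not a replicate error.

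Of 55 named genes, 50 passed the threshold at 1 or more time points, 51 with a pseudocount of 0.1, 53 with centred values, 50 against 0 h, 55 with the shift and 47 with a pseudocount of 10. With 0 h in place of the same-time control, the mean change of 8 of the 30 named genes with full values changed sign, to -0.12 for STOP2, -0.049 for FIT, 0.70 for PMT6, 0.62 for AT5G24490, 0.24 for NRT2.6, 1.37 for MIOX4, 0.11 for AT2G41810 and 0.56 for AGT. By construction this setting leaves out the change on +Fe medium. Of the other 22 genes, 18 kept their side of the threshold, 3 no longer passed it and 1 newly passed it. For the mean change, pseudocounts of 0.1 and 10 changed the side of the threshold for 0 of the 30, centring for 1 and the shift for 3. Of their 180 ratios at single time points, 9 no longer passed with a pseudocount of 10, among them the 6 h ratios of COPT2 (0.60) and bHLH101 (0.66) and the 36 h ratio of AT5G24490 (-0.68). Without replicates and with unknown depth, none of these differences can be set against an error.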

Differences from the paper's values

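The shift by the centre of the empty interval was chosen only after the results were seen, and no cause of a difference was tested in this part. The centres were fitted to the genes that the paper called, among them the bHLH39, PME41, FIT, BTS and FRO2 values below, so a move of these toward the paper's calls is built into the shift and is no independent evidence. The paper tested all genes with a false discovery rate on 3 libraries per group, while the counts here cover 806 listed genes by the size of the change alone, so the numbers of genes are not on one footing.

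At 6 h the paper reports 1181 differentially expressed genes and 262 were counted here. At 24 h the paper reports 1824 against 318. At 12 h Fig. 1D shows about 690, read by eye, against 277. At 6 h and 24 h the paper's numbers are larger than the 806 genes of the table, so no alternative can close these gaps, and at 12 h none of those set before the data were examined did. Among the 589 of these genes whose calls were held, the paper called 328 at 6 h and 453 at 24 h. Both exceed the counts here over all 806, so the smaller set of genes alone does not account for these gaps. At 12, 18, 30 and 36 h it called 183, 62, 211 and 104 of the 589, fewer than counted here. At 18 h the paper reports 88 against 147, and with a threshold of 1 the count was 94, while the other alternatives set before the data were examined stayed more than 1.5 times apart. At 1 or more time points the paper reports 2739 genes against +Fe and 438 were counted, and against 0 h the paper reports 1950 and 361 were counted, and here too the 806 genes leave no alternative that can close the gap. At all 6 time points the paper reports 12 genes, and 71 passed in one direction here. The alternatives set before the data were examined gave 75 with a pseudocount of 0.1 or 0.01, 71 with a minimum mean of 1 RPKM, 62 with centred values, 29 with a threshold of 1 and 43 with the mean +Fe control, and none closed the gap. The shifted ratios gave 51.

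Fig. S03 places bHLH101 at about 3.5 RPKM at 0 h, read by eye from its log10 axis, where the deposited value is 32.9. At 36 h on -Fe medium the figure shows about 7 RPKM, read by eye, and the deposited value is 214. No alternative applies to these deposited values. In Fig. S03 the -Fe line falls from 30 h to 36 h, whereas the deposited values rise from 178 to 214 RPKM.

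The paper ranks 6 h directly after 24 h, and its calls among the 589 held genes do so too. The deposited values gave the order 24, 30, 12, 6, 36 and 18 h. The shifted ratios, chosen after seeing the data, gave 24, 6, 30, 12, 36 and 18 h. The paper places the rise of bHLH39, OPT3 and COPT2 later than the first time point in its text, although its Supplementary Table 02 marks bHLH39 and COPT2 at 6 h against +Fe, and here they were already 2.95, 1.48 and 1.64 higher at 6 h than at 0 h. The paper counts bHLH39 and PME41 among the genes changed at all time points against +Fe, and here bHLH39 was at 0.69 at 6 h and PME41 at 0.47 at 6 h and 0.16 at 12 h. Centred values (0.78) and shifted ratios (1.13), the latter chosen after seeing the data, put bHLH39 past the threshold at 6 h, and shifted ratios (0.91) put PME41 past it at 6 h but not at 12 h. Supplementary Table 02 marks FIT at 6 h and BTS at 24 h and 30 h, and here FIT was at 0.41, and BTS at 0.30 and 0.7496. A pseudocount of 0.1 (0.7538) and centred values (0.91) put BTS past it at 30 h, and the shifted ratios, chosen after seeing the data, put FIT past it at 6 h (0.86) and BTS at 24 h (0.99) and 30 h (1.16). The table also marks FRO2 at 12 h and 24 h, where it was at 0.55 and 0.70. Centred values put it past the threshold at 24 h (0.90), and the shifted ratios at 12 h (1.00) and 24 h (1.39). Other genes passed here at time points that the table does not mark. FER1 passed at 18 h (-1.52) and 30 h (-2.46) and FER4 at 18 h (-1.25), also with centred values and shifted ratios. FER3 at 18 h (-0.76) and CTH at 12 h (-1.11) passed as deposited but not with the shifted ratios (-0.71 and -0.65). The paper gives STOP2 fewer time points than the 6 of 6 found here, where every setting that keeps the same-time control left it past the threshold. The early repression of FER1 that the paper reports was also seen on +Fe medium, with a change from 0 h of -1.60 at 6 h.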

Other observations

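Each of the tests in this part was chosen only after the result was seen.

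The deposited ratios of genes that Supplementary Table 02 marks as called at a time point were not centred on 0. The interval without called genes was centred below -0.4 at 4 of the 6 time points, and 540 of 1341 called values (40.3%) lay between the thresholds of -0.75 and 0.75, which the paper's minimum size of the change does not allow if its ratios were on the same scale with no shift. Among genes with a mean of at least 100 RPKM the centre was -0.45 at 6 h, -0.45 at 12 h, -0.73 at 24 h and -0.41 at 30 h, so low values and the pseudocount do not account for it. The values multiplied by exon length added up to nearly the same total in the 13 groups, with a coefficient of variation of 0.325%, while the lowest of 2000 permutations of the lengths gave 1.30%. With length in kb the mean total was 1.19e+06. RPKM scaled to a read total that includes the listed genes cannot add up to this much if the lengths match. The lengths used by the authors are not named, so the level of the total does not decide which read total was used. A candidate explanation is that the deposited values are scaled to the reads of the listed genes alone, which would leave one factor per group between them and the ratios of the paper's test. An exact factor would leave an interval of at least 1.5 on the log2 scale, the distance between the thresholds. The intervals were 1.23 to 1.60 wide, and 4 of the 6 were narrower than 1.5. The paper's selection by size leaves an interval with or without a factor, and the error of the ratios is unknown, so the widths do not decide whether there is one factor per group. The total used by the authors is not named in the paper's text, and this stays a hypothesis found on the same values. No biological explanation was tested.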
